# Examining the condition-specific antisense transcription in *S. cerevisiae* and *S. paradoxus*

**DOI:** 10.1186/1471-2164-15-521

**Published:** 2014-06-25

**Authors:** Krishna B S Swamy, Chih-Hsu Lin, Ming-Ren Yen, Chuen-Yi Wang, Daryi Wang

**Keywords:** Antisense RNA, Evolution, Budding yeast, Stress

## Abstract

**Background:**

Recent studies have demonstrated that antisense transcription is pervasive in budding yeasts and is conserved between *Saccharomyces cerevisiae* and *S. paradoxus.* While studies have examined antisense transcripts of *S. cerevisiae* for inverse expression in stationary phase and stress conditions, there is a lack of comprehensive analysis of the conditional specific evolutionary characteristics of antisense transcription between yeasts. Here we attempt to decipher the evolutionary relationship of antisense transcription of *S. cerevisiae* and *S. paradoxus* cultured in mid log, early stationary phase, and heat shock conditions.

**Results:**

Massively parallel sequencing of sequence strand-specific cDNA library was performed from RNA isolated from *S. cerevisiae* and *S. paradoxus* cells at mid log, stationary phase and heat shock conditions. We performed this analysis using a stringent set of sense ORF transcripts and non-coding antisense transcripts that were expressed in all the three conditions, as well as in both species. We found the divergence of the condition-specific anti-sense transcription levels is higher than that in condition-specific sense transcription levels, suggesting that antisense transcription played a potential role in adapting to different conditions. Furthermore, 43% of sense-antisense pairs demonstrated inverse expression in either stationary phase or heat shock conditions relative to the mid log conditions. In addition, a large part of sense-antisense pairs (67%), which demonstrated inverse expression, were highly conserved between the two species. Our results were also concordant with known functional analyses from previous studies and with the evidence from mechanistic experiments of role of individual genes.

**Conclusions:**

By performing a genome-scale computational analysis, we have tried to evaluate the role of antisense transcription in mediating sense transcription under different environmental conditions across and in two related yeast species. Our findings suggest that antisense regulation could control expression of the corresponding sense transcript via inverse expression under a range of different circumstances.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-521) contains supplementary material, which is available to authorized users.

## Background

Recent transcriptomic studies have revealed that genome-wide pervasive transcription is widespread in prokaryotes and eukaryotes [1–5]. The pervasive transcription is comprised of many non-coding RNAs (ncRNAs). Some of these ncRNAs are transcribed from the opposite DNA strand of the protein-coding sequences and overlap in part with the sense RNAs, forming an interspersed transcriptional organization [6, 7]. These are known as antisense RNAs (asRNAs or *cis*-natural antisense transcripts). The role of antisense transcription has been relatively well studied in mammals, plants, and metazoans [8–11]. Studies have also explored the level of conservation of antisense transcripts during vertebrate evolution [12]. In addition, antisense transcription has been identified in diverse yeasts including sensu stricto yeasts, *Kluyveromyces lactis* and *Schizosacharomyces pombe* [8, 13]. Experimental validation of antisense transcription indicates that they can repress sense transcription through transcriptional interference and histone deacetylation [14, 15]. As an example, antisense transcripts have been demonstrated to control genes such as the meiosis regulator gene *IME4* [14], a gene that mediates *MAT* and nutritional control of meiosis [16]. Other examples include the role of antisense transcription in control of *PHO4* [15], the phosphate metabolism gene and *GAL10*, the galactose metabolism gene [17].

Recent studies have independently demonstrated that antisense transcription is evolutionary conserved in bacteria [3], yeast species [18] and mammals [12, 19]. In addition, antisense transcripts are pervasive, exhibit conserved expression levels and localize at the 3′ end of genes. Conserved antisense transcribed regions also have lower sequence divergence compared to the unconserved regions. Moreover, putative antisense transcripts of *S. cerevisiae* show inverse expression relative to the their sense transcripts at stationary phase and stress conditions relative to their expression levels at mid-log phase [8, 20]. They have also been validated for function in relevant conditions. However, the existing studies [8, 18] have either explored the evolutionary conservation of pervasive antisense transcription between *S. cerevisiae* and *S. paradoxus* or have explored the response of antisense transcription in different conditions in an individual species. The evolutionary characteristics of antisense transcription in different conditions are still unclear.

High throughput RNA-sequencing (RNA-seq) has been successfully applied to study transcriptomics with demonstrated advantages over low throughput methodologies such as microarrays, EST, CAGE and SAGE. Polyadenylated (poly A+) sequencing protocol was employed by recent studies to identify antisense transcripts [8, 21]. Goodman et al. [18], on the other hand used ribo-minus RNA sequencing and identified evolutionary conservation of antisense transcription in yeasts cultured at mid-log condition. The ribo-minus sequencing strategy indeed has some advantages over poly A + sequencing method. The key difference between the two strategies comes from the fact that an estimated 70% or more of nuclear RNA are not poly-A tailed. In our study, we employed the conservative poly A + protocol over ribo-minus protocol to perform ultra deep RNA pair-end sequencing, so that a fair comparison could be made with the previous studies, which used the same protocol in different conditions [8]. Furthermore, a comparison of our results with Goodman et al. [18] also would provide a broader view on pervasive antisense transcription in yeast. Our sequencing yielded up to 11 million reads, and thus we believe using poly A + protocol provides adequate information to perform a comparative study in yeasts.

Here, we performed a genome-scale computational analysis to determine the condition-specific evolutionary characteristics of antisense transcription between *S. cerevisiae* and *S. paradoxus* at mid-log phase (ML), early stationary phase (ES) and heat shock (HS) conditions. We used massive parallel sequencing to sequence a strand-specific cDNA library from RNA isolated from *S. cerevisiae* and *S. paradoxus* cells at these three culture conditions. Our findings are largely concordant with some recent studies [8, 14, 15, 17, 18, 22] on evolutionary relationship of the antisense transcription in *S. cerevisiae* and *S. paradoxus* at ML and condition-specific features of antisense transcription in *S. cerevisiae*. The expression levels of conserved antisense transcripts between the two species (*S. cerevisiae* and *S. paradoxus*) under ML, ES, and HS conditions are visibly more divergent than their sense counterparts. This trend remains consistent when antisense and sense transcription levels in the same species are compared across different conditions. This suggests that antisense transcripts could mediate sense regulation more often during changes in environmental conditions.

In addition, several sense-antisense pairs displayed inverse trends demonstrating induced and repressed expression in ES or HS relative to the ML in both *S. cerevisiae* and *S. paradoxus.* Interestingly, a majority of the sense-antisense pairs are conserved between the two species. These findings suggest that antisense mediated regulation might induce or repress sense transcription in cellular pathways according to the cell’s requirements in different environmental conditions. The high levels of conservation of this phenomenon in the two sensu stricto yeast species indicate that inverse expression is one of the plausible modes of antisense mediated regulation. However, besides inverse expression, antisense transcripts can certainly mediate sense regulation by a diverse range of alternative mechanisms that need to be explored in future studies. Given that the understanding of antisense transcription is still limited, our study can provide insight into the evolutionary changes of antisense transcription in related yeast species under general stress conditions. Our predictions about antisense transcription can also be a starting point for experimental screening of regulatory mechanisms governing cell responses in these stress conditions.

## Methods

### Yeast strains, growth conditions and treatments

To study the evolutionary characteristics of antisense transcription with respect to the change in environmental conditions, the strand-specific total RNA was sequenced from the laboratory strain BY4741; a descendant of S288C in *Saccharomyces cerevisiae* and *Saccahromyces paradoxus* strain a-CC154; a derivative of CBS432. (REF: Curtsey Dr. Wen-Hsuing Li). To elucidate the response of antisense RNA-regulated genes to the changes in growth phase and temperature, these two yeast strains were cultured under three different conditions: mid-log phase, early stationary phase and heat-shock.

Cultures were grown in YPED medium (1.5% yeast extract, 1% peptone, 2% dextrose, 2 g/L SC Amino Acid mix, 100 mg/L adenine, 100 mg/L tryptophan, 100 mg/L uracil) at 30°C. The cells were harvested at mid-log phase with the OD600 values being 0.802 (*S. cerevisiae*) and 0.827 (*S. paradoxus*). For early stationary phase, the cells were taken two hours after the glucose levels reached zero, for which glucose levels were monitored hourly using Glucose (HK) assay kit (Sigma-Aldrich, MO, USA). OD600 values for early stationary phase were 2.22 (*S. cerevisiae*) and 2.217 (*S. paradoxus*). The samples were collected by harvesting 12 ml of mid-log and early-stationary cultures and were quenched by adding to 20 ml pre-chilled liquid methanol at a final concentration of 60%, which was later removed by centrifugation, washed in RNase-free water and stored these overnight at -80°C. For heat shock culture, 12 ml of mid-log culture was harvested by centrifugation. Cells were re-suspended in 10 ml of 42°C pre-warmed YPD medium and put in a 42°C water bath for 15 minutes and quenched by adding to 20 ml liquid pre-chilled methanol, which was later removed by centrifugation, washed in RNase-free water and stored these overnight at -80°C.

### Construction of strand-specific cDNA library

The strand-specific cDNA library was constructed by dUTP second-strand method [23], which was identified as the leading protocol for pair-end sequencing [24]. Briefly, incorporation of deoxy-UTP during the second-strand cDNA synthesis and subsequent destruction of the uridine-containing strand in the sequencing library were responsible for identifying the orientation of transcripts.

Total RNA was isolated with Yeast RNA Purification Kit (MasterPure™ Epicentre). Genomic DNA contamination was removed with Turbo DNase (Ambion) followed by phenol chloroform extraction. The cDNA libraries for RNA samples were constructed using TruSeq RNA Sample Preparation Kits v2 based on the guide (Illumina, Cat. No RS-122-2001). PolyA-containing mRNA was purified using 50 μl RNA Purification Beads for each sample. The purified RNA fragments were reverse-transcribed into first-strand cDNA using SuperScript II Reverse Transcriptase (Invitrogen, Cat. No 18064–014) and random primers (Illumina, Cat. No. RS-122-2001). The first strand cDNA/RNA hybrid was precipitated with ethanol and ammonium acetate. The second-strand cDNA synthesis was performed in a 80 μl reaction volume using NEBNext® mRNA Second Strand Synthesis Module (NEB, NEB # E611lL) and dNTP/dUTP mix (Fermentas, Cat. No. R0251, dTTP → dUTP) at 16°C for 2.5 hours. The DNA fragments were purified by QIAquick PCR Purification Kit (Qiagen, Cat. No 28106) and treated with T4 DNA polymerase, E. coli DNA polymerase I Klenow fragment and T4 Polynucleotide Kinase in a 30 μl reaction using the buffer and the enzyme in the kit (Illumina, Cat. No RS-122-2001) at 37°C for 30 min. The blunt phosphorylated DNA fragments were purified by the MinElute PCR Purification Kit (Qiagen, Cat. No 28006) and treated with Klenow fragment of DNA polymerase lacking exonuclease activity in the presence of dATP to add an adenine overhang to the 3′ ends of each strand in a 30 μl reaction using the kit (Illumina, Cat. No. RS-122-2001) at 37°C for 30 min. Adapters required for sequencing on the Illumina platform were added to DNA fragments by ligation in a 37.5 μl reaction using the kit (Illumina, Cat. No. RS-122-2001). The ligation products were purified by the MinElute PCR Purification Kit (Qiagen, Cat. No 28604) and eluted the ligation products in the size range from 350 to 450 bp from the gel. These products were precipitated and resuspended in 21 μl TrueSeq Resuspension Buffer using QIAquick Gel extraction Kit (Qiagen, Cat. No 28704) and treated with USER™ Enzyme mixture (Uracil-Specific Excision Reagent, NEB, Cat. No M5505L) to degrade the dUTP in the coding strand (second strand). The adapter-modified DNA fragments were amplified by the kit (Illumina, Cat. No. RS-122-2001). The amplified products were purified by Agencourt AMPure XP (Beckman, Cat. No A63881) and collected in 30 μl Resuspension Buffer (Qiagen, Cat. No 28604). After quantification by Quant-iT dsDNA HS Assay Kit (Invitrogen, Cat. No Q32851) and KAPA QPCR Library Quantification Kit (KAPABiosystem. Cat. No kk4822), calculation of molar concentration and quality examination by Expersion DNA 1 K Analysis Kit (Bio-Rad Cat. No 700–7107), this DNA library was prepared for sequencing.

### Illumina sequencing

RNA pair-end sequencing was performed by Illumina Hiseq2000 (San Diego, CA, USA) with standard protocol. Amplified material was loaded onto a flow-cell at a concentration of 10 pM. Sequencing was carried out on the Illumina Hiseq2000 by running 100 cycles according to the manufacturer’s instructions. The image convolution and calculation of quality value were performed using Goat module of Illumina pipeline v.1.8. Sequenced reads were generated by base calling using the Illumina standard pipeline. For each sample, our sequencing yielded around 11.6 million 101-nucleotide paired-end reads (range from 10.95 million to 12.12 million).

### Identification of transcripts in *S. cerevisiae*and *S. paradoxus*

We used Bowtie [25] and TopHat [26] to map the 101-nucleotide paired-end reads to the genome. Reads were annotated based on the known genome sequences and annotations from Saccharomyces Genome Database (http://www.yeastgenome.org) for *S. cerevisiae* and from the study of Liti et al. [27] for *S. paradoxus*. The sequencing reads that mapped to the unique position on the genome were further selected from total mapped reads for further analysis (~92% of total mapped reads).

Furthermore, to determine the complete transcriptional landscape, we designed a method to detect all the transcripts. The read depth (i.e., the number of reads at a given position) was used to define a transcript unit and the transcript boundaries were manually annotated. For the computational detection of each transcript unit, we iterated the following four-step process. *(i)* We selected a position with the highest read depth as the starting point. We also used the criteria that for any position to be considered in this analysis, it should have a read depth greater than or equal to five. *(ii)* We extended the boundary in both directions (upstream and down stream) by one base pair until the mean read depth of the transcript was at least four times higher than the read depth of the neighboring position. *(iii)* The boundary of this transcript was reassigned to include the reads that contained the position at which the mean read depth satisfied the criteria in step *(ii). (iv)* The region that was already assigned as a transcript was flagged and excluded from the following cycles. In addition, the BPKM (bases per kilo-base of gene model per million mapped bases) was calculated [28] for each annotated transcripts for different samples and used as a measure of expression level. The observed transcripts were classified as ORF transcripts (ORF-Ts) if they overlapped with verified and uncharacterized ORF boundaries in the same orientation. A transcript was assigned as a non-coding RNA (ncRNA) when there was no overlap with known verified and uncharacterized ORF in the currently available genome annotation. When an ORF-T and an ncRNA had different orientation and overlapped by at least 1 bp, they were coupled as a pair of sense-antisense pair and the ncRNA was assigned as an antisense transcript.

### Estimation of sense and antisense expression over a canonical gene model

In order to understand the expression landscape over a canonical gene model, we computed the expression densities of sense and antisense transcripts based on their BPKM values. Prior to the density calculation, the expression BPKM value of each transcript position was normalized by the mean of sense and antisense BPKM values. The region between transcription start site (TSS) and transcription termination site (TTS) of each canonical gene model was divided into 200 equal intervals [18] *.* The normalized BPKM values of these intervals were used as an estimate of expression density of a gene. However, for regions 100 nucleotides upstream and down stream of TSS and TTS respectively, the coverage was represented directly by adapting the method used in Goodman et al. [18] *.* We then calculated the mean densities of all transcripts.

### Estimation of expression variation

In order to understand the relationship between expression level and expression conservation, we determined the conservation of sense-antisense pairs, by comparing the variation of expression between the two species *S. cerevisiae* and *S. paradoxus* in mid-log condition or other culture condition. For each sense and antisense transcripts, the expression variation was computed from the absolute value of logarithmic expression difference between *S. cerevisiae* and *S. paradoxus*.

### Estimation of sense-antisense pair conservation

Next, to determine the level of conservation of sense-antisense pairs between *S. cerevisiae* and *S. paradoxus*, we calculated the fraction of regions that formed sense-antisense pairs and were conserved between the two species. For each ORF transcript, a conservation score was computed as the minimum fraction of sense-antisense pairs conserved between the two species divided by the mean of the two species. This can be represented by the equation below and Figure 1 contains the corresponding toy diagram.

where, *S* denotes the conservation score, which indicates the conserved fraction of regions forming the sense-antisense pair in both the species; *L*_*i*_ is the total length of the sense region and *O*_*i*_ is the length of the overlapping region between sense and antisense transcripts where *i* = *S. cereviaise (Sc)* and *S. paradoxus (Sp)*; *C*_*Sc*_ and *C*_*Sp*_ is the percentage or fraction of the sense transcript overlapped by the corresponding antisense transcript in *S. cereviaise* and *S. paradoxus* respectively. Here, we would like to point out that the exact sequence identity between the species was not considered while arriving at conservation score. The conservation score thus represents the length of overlap between sense and antisense transcripts found in both the species. In other words, if lengths of overlapping fraction *C*_*sc*_ and *C*_*Sp*_ in the two species are very similar then conservation score *S* will be close to 1 and if *CSc* and *CSp* are disparate, *S* will be close to 0.

**Figure 1:**
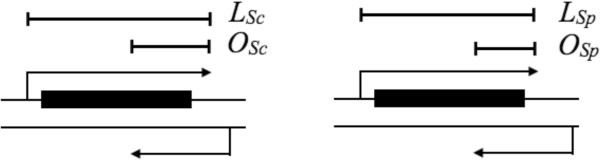
**Toy diagram for the estimation of conservation score.** Here *L*_*i*_ and *O*_*i*_, where *i* = *Sc* or *Sp* are the total length of the sense region and length of the overlapping region between sense and antisense transcripts respectively. In this ORF, conservation score is computed by employing the fraction of region *O*_*sp*._

## Results

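The data behind the results are 6 strand-specific poly A+ cDNA libraries, 1 for each culture condition of each species. *Sc* was the laboratory strain BY4741 and *Sp* the strain a-CC154. Cultures were grown at 30°C. The ML cultures were harvested at an OD600 of 0.802 in *Sc* and 0.827 in *Sp*, and the ES cultures at 2.22 and 2.217. For HS, cells from ML were held at 42°C for 15 min. No condition had a replicate, so no value carries a replicate error, no difference between libraries has a replicate check, and no p-value is given across transcripts. The authors mapped the read pairs with Bowtie and TopHat, kept the uniquely mapped reads, drew the transcript units from the read depth and deposited 1 BPKM value per unit and library. BPKM is a form of RPKM counted in bases, the bases mapped to a transcript divided by its length and by all the mapped bases of the library, so library size and transcript length are already divided out. Each library lists the same 8149 units, and a unit annotated in 1 species only has a value in the libraries of that species. The values carry no read counts, so the number of reads behind each value is unknown from them, and the paper gives the reads per sample as a range in its text. The BPKM of all units summed to 694035 in *Sc*-ML, 633514 in *Sc*-ES, 590724 in *Sc*-HS, 719455 in *Sp*-ML, 668642 in *Sp*-ES and 613582 in *Sp*-HS. The 10 highest units held 10.4% of that sum in *Sc*-ML and 7.73% in *Sp*-ML, against 20.6% in *Sc*-HS and 20.2% in *Sp*-HS. Units were classed by their names, as ORF-Ts (5643 units with a systematic ORF name), ncRNAs (2397 units numbered by the authors) and other RNA genes (109 units, mainly tRNA, snoRNA and snRNA genes). Levels, fold changes and correlations between libraries were taken over the 5243 ORF-Ts and 986 ncRNAs with a BPKM above 0 in all 6 libraries, without a pseudocount. Strand, overlap and coordinates of the units were not used here, and sense-antisense pairs were taken from Additional file 1: Table S1, which lists pairs that the authors chose for inverse expression.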

To evaluate the conservation of antisense transcripts in yeast, we constructed stranded-specific cDNA libraries of two yeast species, *S. cerevisiae* (*Sc*) and *S. paradoxus* (*Sp*) under three different culture conditions, including mid-log phase (ML), early stationary phase (ES), and after heat shock (HS). We used the dUTP method to retain the strand specificity [23], and followed this with ultra-deep sequencing (Illumina) to sequence the cDNA libraries. Our sequencing yielded 10.7 to 11.4 million of unique paired-end reads for each sample. We analyzed all the reads that map the unique position in genomes and found 7,254 and 7,248 transcript units in *Sc* and *Sp*, respectively (Table 1). 

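A transcript unit was counted as present in a species when its BPKM was above 0 in at least 1 of the 3 libraries of that species. By this rule 7254 units were present in *Sc* and 7278 in *Sp*, of which 6383 were present in both, 871 in *Sc* only and 895 in *Sp* only. Counting only units above 0 in all 3 libraries of a species gave 7177 in *Sc* and 7190 in *Sp*.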

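By unit name, 1579 ncRNA units were present in *Sc* and 1869 in *Sp*. A BPKM of at least 1 in at least 1 library was reached by 1576 of them in *Sc* and 1857 in *Sp*. The number of ORF-T units was 5591 in *Sc* and 5307 in *Sp*.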

Although the total number of transcripts was similar between the two species, the number of non-coding transcripts in *Sc* was less than in *Sp*. We identified a total of 5,472 ORF-T units and 2,403 ncRNA units (ORF-T and ncRNA units defined in Material and Methods).

**Table 1:** **Overview of transcript units data from** ***S. cerevisiae*** **(** ***Sc*** **) and** ***S. paradoxus*** **(** ***Sp*** **)**

	ORF-T	ncRNA	Others	Total transcripts
Present in both *Sc* and *Sp*	5159	1057	167	6383
Unique to *Sc*	285	528	58	871
Unique to *Sp*	28	818	49	895
Total	5472	2403	274	8149

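Among the 5643 units with a systematic ORF name, 5255 (93.1%) were present in both species, 336 in *Sc* only and 52 in *Sp* only. The R64 annotation of *S. cerevisiae* gives 106 of these names no protein-coding gene. With those names moved to the other units, an alternative chosen after the values were seen, 5193 ORF-Ts were present in both species, 309 in *Sc* only and 35 in *Sp* only.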

On closer inspection, we found 5,159 ORF-Ts (95%) present in both species, 285 were present only in *Sc*, and 28 were unique to *Sp*. 

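Among the 2397 ncRNA units by name, 1051 (43.8%) had a BPKM above 0 in both species, 528 in *Sc* only and 818 in *Sp* only. The share present in both species was 93.1% for ORF-Ts. When a unit had to be above 0 in all 3 libraries of a species, 986 ncRNAs were present in both species, 528 in *Sc* only and 811 in *Sp* only.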

For the 2,403 ncRNA units, 1057 were conserved in both species (43%), 528 were only found in *Sc* and 818 were unique to *Sp* (Table 1). This suggests that overall the pattern of sense transcription, which is derived from ORF-Ts is similar in *Sc* and *Sp*. Nevertheless, a visible difference in ncRNA units that are unique to the each species is seen and suggests the possibility that antisense transcription in the two species, which is derived from ncRNA units, could be expected to be relatively more divergent between species than sense transcription. However, the ncRNA units unique to *Sp* may contain false positives due to the incomplete annotation of ORFs in *Sp*. To further understand the function and divergence of antisense transcripts and to overcome the ambiguity due to disparity in ncRNA units between the two species, we selected a subset of *Sc* ORF-Ts, which had homologous ORF-Ts in *Sp* and also overlapped with antisense transcripts. Our selected data set constituted of 1,053 ORF-Ts and 956 ncRNAs.

### Assessing the distribution of sense and antisense transcription levels

As expected, the number of sense transcripts was found to be more abundant than their antisense counterparts in all the three culture conditions and they corroborated some of the findings of recent studies [8, 18]; albeit with a few minor differences in the appearance and location of maximum when compared to Goodman et al. [18]. 

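Over the transcripts above 0 in all 6 libraries, the median was 41.6 BPKM for ORF-Ts and 6.70 BPKM for ncRNAs in *Sc*-ES, and 19.9 BPKM for ORF-Ts and 5.83 BPKM for ncRNAs in *Sc*-HS. In *Sp* it was 40.7 BPKM for ORF-Ts and 6.09 BPKM for ncRNAs in ES, and 13.6 BPKM for ORF-Ts and 3.93 BPKM for ncRNAs in HS. A randomly drawn ORF-T was higher than a randomly drawn ncRNA in 89.2% of couples in *Sc*-ES, 78.3% in *Sc*-HS, 88.4% in *Sp*-ES and 76.4% in *Sp*-HS.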

The distribution of sense transcription levels in ML in both *Sc* and *Sp* are right shifted when compared to the antisense transcription levels, indicating the higher abundance of sense transcripts than the antisense transcripts (Figure 2a and b). 

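In *Sc*-ML the median level was 31.2 BPKM for ORF-Ts and 2.63 BPKM for ncRNAs, a difference of 3.57 on the log2 scale (95% bootstrap interval over transcripts 3.43 to 3.67). In *Sp*-ML it was 30.4 BPKM for ORF-Ts and 2.07 BPKM for ncRNAs, a difference of 3.87 (3.70 to 4.05). These intervals describe the sampling of transcripts within 1 library and say nothing about variation between cultures. The middle 50% of ORF-Ts lay between 15.7 and 71.7 BPKM in *Sc*-ML, and the middle 50% of ncRNAs between 1.27 and 5.65 BPKM. An ORF-T was the higher of a random couple in 91.4% of couples in *Sc*-ML and 90.5% in *Sp*-ML. Keeping only transcripts of at least 1 BPKM in all 6 libraries moved the difference most, to 2.89 in *Sc*-ML and 2.97 in *Sp*-ML. From the right shift of the sense distribution in ML, the paper concludes that sense transcripts were more abundant than antisense transcripts.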

Though the distribution around the maximum BPKM value (expression) is more condensed, it is largely similar to the findings of Goodman et al. [18]. This difference may be attributed to difference in the sense and antisense reference gene models in the two studies. In our model, we annotated the antisense transcript boundary and quantified the reads in annotated antisense regions (See Methods). While the study by Goodman et al., quantified the antisense transcript by only considering the overlap of antisense sequence reads in known ORFs. Moreover, since our dataset only includes genes with antisense expression, our results start from non-zero expression value (derived from BPKM for each gene). Furthermore, similar to the previous studies by Goodman et al. [18] and Yassour et al. [8], we also found that a majority of sense transcripts (>80%) overlapped with known gene annotations, while only a small fraction (10%) of antisense transcripts could be assigned to previously known gene annotations.

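Before any selection, 56 ncRNAs were listed at 0 BPKM in *Sc*-ML, 15 in *Sc*-ES and 0 in *Sc*-HS. In *Sp* the numbers were 54 in ML, 22 in ES and 6 in HS. The smallest BPKM above 0 was 0.00712 in *Sc*-ML and 0.00577 in *Sp*-ML. The paper states that its selected data set holds genes with antisense expression only.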

**Figure 2:**
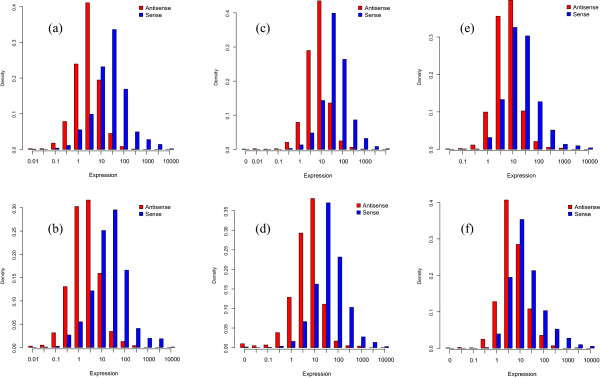
**Histogram of sense and antisense transcription levels in** ***Sc*** **and** ***Sp*** **from the three culture conditions. (a)** *Sc*-ML, **(b)** *Sp*-ML, **(c)** *Sc*-ES, **(d)** *Sp*-ES, **(e)** *Sc*-HS, and **(f)** *Sp*-HS conditions. (See Methods for details on Density and Expression).

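Among the pairs of Additional file 1: Table S1 with both BPKM above 0, the sense transcript was higher than its antisense partner in 504 of 570 pairs in *Sc*-ML and 553 of 611 in *Sp*-ML. The share was 90.5% in *Sc*-ES, 89.5% in *Sp*-ES, 76.6% in *Sc*-HS and 70.9% in *Sp*-HS. The median ratio of antisense to sense BPKM rose from 0.0692 in *Sc*-ML to 0.153 in *Sc*-ES and 0.334 in *Sc*-HS, and from 0.0609 to 0.114 and 0.432 in *Sp*. These pairs were listed by the authors for inverse expression, most of them with repressed sense and induced antisense.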

As it was observed by Goodman et al. [18], the antisense transcript usually had a lower expression and only overlapped a fraction of the sense transcript. Also, a comparison of the combined pattern of antisense transcription to the sense transcription suggested that the antisense transcription is most likely to occur from the 3′ end of the genes (results not shown). This feature was consistent in all the three culture conditions examined in our study. To verify whether the frequent initiation of antisense transcript at 3′ end was related to the paucity of introns in *Sc*, we downloaded the intron containing genes from Ares lab Yeast Intron Database (Version 3.0) [29]. We found that a total of 249 ORFs in *Sc* had introns and 47 (18%) of these ORFs formed sense antisense pairs. Among these while only 3/47 pairs had antisense transcript arising from the intron region, the rest were initiated outside the intron region and from 3′ end of the gene. In addition, we found that the frequency of sense-antisense pairs (18%) in intron containing ORFs was only slightly less than the frequency of sense-antisense pairs (24%) in the whole genome of *Sc.* A recent study in *Sc* [30] demonstrated that initiation of antisense transcription at 3′ end of an ORF was associated with the presence of a pre-initiation complex (PIC). They showed that on insertion of short 3′ end regions in the middle of other genes; antisense transcripts were initiated and such antisense transcripts could suppress sense transcripts.

Introns are common in genomes of vertebrates. We compiled the available data on antisense transcription from published human and mouse studies to configure their relationship with introns in vertebrates. [31–33]. The frequency of sense-antisense pairs in intron-containing genes in human and mouse was high, where close to 50% of sense-antisense pairs were found in intron containing genes and several of these pairs actually arose from intron regions. However, a study in human and mouse by Sun et al. [34] showed that putative sense-antisense pairs overlapping at the 3′-UTRs are significantly more frequent than those overlapping at their 5′-UTRs, suggesting preferential targeting of 3′-UTRs by antisense transcripts. Taken together, these results suggest that antisense transcripts are more likely to have a preference to initiate from 3′ end, than being biased by the lack of introns in *Sc*.

Figure 2c to f illustrate the distributions of transcription levels of sense and antisense transcripts in ES and HS. In the case of ES and HS, the distributions of antisense transcripts are progressively more right shifted than that of ML in *Sc* and *Sp* (Wilcoxon Rank-Sum test *p*-value < 0.001), suggestive of more abundant antisense transcripts in the environmental stress response conditions. 

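The median ncRNA level rose from 2.63 BPKM in *Sc*-ML to 6.70 BPKM in ES and 5.83 BPKM in HS. In *Sp* it rose from 2.07 BPKM to 6.09 BPKM in ES and 3.93 BPKM in HS. Transcript by transcript, the median change from ML to ES in *Sc* was 1.20 on the log2 scale (95% bootstrap interval over transcripts 1.12 to 1.34), and 826 of 986 ncRNAs rose (83.8%, Wilson 95% interval 81.3% to 85.9%). From ML to HS it was 1.09 (0.91 to 1.18), with 737 ncRNAs up (74.7%). In *Sp* the median change was 1.32 (1.21 to 1.47) in ES, with 792 ncRNAs up, and 0.95 (0.81 to 1.13) in HS, with 663 up. Over the 5243 ORF-Ts the median change was 0.44 in *Sc*-ES, -0.53 in *Sc*-HS, 0.53 in *Sp*-ES and -1.08 in *Sp*-HS. ORF-Ts with the same mean log2 BPKM as the ncRNAs had medians of 1.12, 0.82, 1.07 and 0.51 in that order, averaged over 10000 matched lists. The ncRNA median stood at the 95.9th, 100th, 99.7th and 100th percentile of those lists, and its excess over the matched ORF-Ts was 0.082 (-0.073 to 0.30) in *Sc*-ES, 0.27 (0.059 to 0.49) in *Sc*-HS, 0.25 (-0.030 to 0.49) in *Sp*-ES and 0.43 (0.17 to 0.73) in *Sp*-HS. With each library scaled to an equal ORF-T median, the alternative that moved the change most, the *Sp*-HS median was 2.10. Each change compares 1 library with 1 library. From the right shift of the antisense distributions, the paper proposes that antisense transcripts were more abundant under environmental stress.

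**Figure D1:**
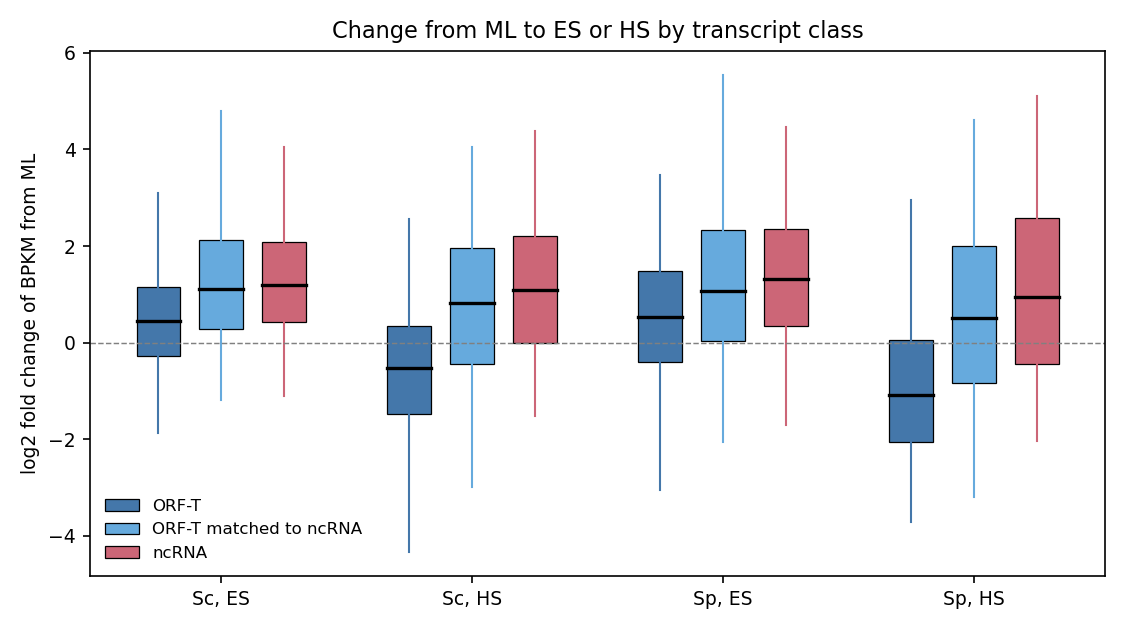
Log2 fold change of BPKM from ML to ES or HS in each species for all ORF-Ts, for ORF-Ts matched to the ncRNAs on mean log2 BPKM, and for ncRNAs. Boxes span the 25th to 75th percentile of transcripts with the median as a line, and thin lines span the 5th to 95th. The ncRNA medians lie between 0.95 and 1.32, and the medians of all ORF-Ts between -1.08 and 0.53.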

To validate this possibility we examined the sense-antisense interactions in ES and HS by using sense-antisense pairs present in both the species. 

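The list of all sense-antisense pairs was not used here. Among the 740 pairs of Additional file 1: Table S1, which were listed for inverse changes of at least 1.5 fold and so cannot give the share among all pairs, 408 had a lower sense and a higher antisense BPKM than in ML, at any fold change, in ES or HS of *Sc*. In *Sp* there were 453, and 242 pairs showed this in the same stress in both species. Of the 740 pairs, 574 were tested in *Sc* and 615 in *Sp*, and 471 have both units in both species.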

We found 538 sense-antisense pairs (43%) with the sense transcription fold change < 1 (i.e.*,* repressed) and antisense transcription level fold change > 1 (i.e., induced) in either ES or HS relative to ML. This data constituted 102 pairs in ES, 284 in HS and 152 in both that were induced in antisense. 

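In *Sc*, 60 of those listed pairs had the pattern in ES only, 211 in HS only and the rest in both. In *Sp* the numbers were 55 in ES only, 257 in HS only and 141 in both.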

We also found 189 pairs where the sense was induced, while the antisense was repressed (75 in ES, 85 in HS, 29 in both). 

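The reverse pattern, a higher sense and a lower antisense BPKM than in ML, was found in 109 of the listed pairs in *Sc* (42 in ES only, 44 in HS only, 23 in both). In *Sp* it was found in 59 pairs in ES only, 34 in HS only and 28 in both.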

Several of these pairs with induced sense transcripts and repressed antisense transcripts showed similar response to HS and ES, suggesting the possibility that they might be involved in facilitating the adaptation of metabolic processes in species during stress [8, 35].

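Gene positions are those of the R64 assembly of *S. cerevisiae*, which may differ from the release the authors used, and all the genes named are protein-coding genes. *GAL4* (YPL248C) lies on chromosome XVI from 79711 to 82356. Its sense BPKM rose from 7.02 in *Sc*-ML to 16.2 in ES and from 1.08 to 8.61 in *Sp*, and no antisense partner of *GAL4* was analysed here. *PAM16* (YJL104W, chromosome X from 227327 to 227776) rose by 0.82 on the log2 scale from ML to ES in *Sc* and by 1.76 in *Sp*. Its antisense partner in Table S1, snR37, changed by -0.38 in *Sc* and by 0.30 in *Sp*. *PET10* (YKR046C, chromosome XI from 524223 to 525074) rose from 16.0 BPKM to 133 BPKM in *Sc* while its antisense unit ncR1537 went from 61.5 to 34.4 BPKM. In *Sp* the log2 fold changes were 2.65 for *PET10* and -0.40 for ncR1537. *ARF2* (YDL137W, chromosome IV from 216529 to 217074) rose from 256 BPKM to 789 BPKM in *Sc* and from 255 to 754 BPKM in *Sp*. Its antisense unit ncR0277 went from 4.28 to 0.972 BPKM in *Sc* and from 9.15 to 0.462 BPKM in *Sp*. After scaling of the libraries to an equal ORF-T median, the change of snR37 in *Sp*-ES was -0.12, and the rise of *PAM16* in *Sc*-ES was 0.40, below 1.5 fold.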

On examining the functional annotations of these sense-antisense pairs, we found the pairs with induced sense and repressed antisense in ES relative to ML were important in the carbohydrate metabolic process, mitochondrial function, respiration, and starvation response (for example, *GAL4*, *PAM16*, *PET10*, *ARF2*) consistent with the data of Yassour et al. [8]. 

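*GPM1* (YKL152C, chromosome XI from 163642 to 164385) went from 6059 BPKM in *Sc*-ML to 1587 BPKM in ES, a log2 fold change of -1.93, and from 3389 to 141 BPKM in *Sp*, a log2 fold change of -4.58. Its antisense unit ncR1464 went from 0.266 to 4.87 BPKM in *Sc*. In *Sp* it was listed at 0 in ML and at 3.75 BPKM in ES, so no ratio was formed. *ADH6* (YMR318C, chromosome XIII from 911061 to 912143) went from 214 to 67.2 BPKM in *Sc* and from 150 to 91.5 BPKM in *Sp*. Table S1 pairs it with the units ncR1980 and ncR1981. In *Sc*, ncR1980 rose by 1.84 and ncR1981 by 3.45 on the log2 scale, and in *Sp* ncR1981 rose by 1.62.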

On the other hand, genes, with repressed sense and induced antisense from ML to ES, were enriched in glycolysis and fermentation (for example, *GPM1* and *ADH6*), in agreement with Yassour et al. [8]. Furthermore, some sense genes known to be important under environmental stresses were induced while the antisense was repressed (for example, *CRF1*, *MRK1*, *BDF2*, and *PAU2*) [8]. 

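*CRF1* (YDR223W, chromosome IV from 912099 to 913502) rose from ML to HS by 2.56 on the log2 scale in *Sc* and by 0.98 in *Sp*, and its antisense unit ncR0374 changed by -0.75 and -1.12. *MRK1* (YDL079C, chromosome IV from 312951 to 314748) rose by 1.59 in *Sc*-HS and 3.48 in *Sp*-HS, and its antisense unit ncR0285 changed by -0.78 and -1.92. From ML to ES, *CRF1* changed by 3.33 in *Sc* and 2.30 in *Sp* and ncR0374 by 0.48 and 2.39. Both strands thus rose in *Sp*. In *Sc* the ncR0374 rise was below 1.5 fold, and 0.068 with the libraries scaled to an equal ORF-T median. From ML to ES *MRK1* changed by 3.63 in *Sc* and 2.89 in *Sp* and ncR0285 by 0.021 and 0.22. *BDF2* (YDL070W, chromosome IV from 331024 to 332940) rose from 126 to 258 BPKM in *Sc*-HS and from 163 to 370 BPKM in *Sp*-HS and changed by -0.34 in *Sc*-ES and -1.03 in *Sp*-ES, while no antisense partner of it was analysed here. *PAU2* (YEL049W, chromosome V from 63728 to 64090) was analysed in *Sc* only, where it rose from 0.901 to 8.51 BPKM in ES while its antisense unit ncR0557 went from 6.27 to 2.70 BPKM. From ML to HS it changed by 0.86 and ncR0557 by -2.27. With the libraries scaled to an equal ORF-T median, the ncR0374 change was 0.040 in *Sp*-HS, and the ncR0285 change was -0.39 in *Sc*-ES, -0.20 in *Sp*-ES and -0.13 in *Sc*-HS.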

In comparison with the findings of Yassour et al. [8], we found 32 pairs in common. Among the remaining 28 pairs present in Yassour et al. [8] but not in our data set, five pairs did not demonstrate sense expression and hence were excluded from the analysis, 17 pairs lacked antisense expression and six pairs did not overlap with ORF-T transcripts. Among the pairs that lacked antisense expression, seven pairs were common with a previous study [36], suggesting that our results to be robust.

### Comparison of sense and antisense transcription across species and culture conditions

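Pearson r of natural log BPKM between sense and antisense was computed across the pairs of Additional file 1: Table S1 with both values above 0. Pairs are not independent replicates, and these pairs were chosen by the authors for inverse expression, unlike the selected data set of Figure 3. In *Sc*-ML r was -0.10 over 570 pairs (95% bootstrap interval over pairs -0.187 to -0.0156). Spearman's rank correlation was -0.102. With only pairs of at least 1 BPKM in that library, r was 0.00487, a change of sign.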

In concordance with the previous studies [8, 18, 37], the correlation in ML condition in *Sc* (Figure 3a) suggested that antisense transcription is not directly coupled with transcription activity of the sense strand. However, in ES and HS conditions, we found that the antisense transcription activity is slightly positively correlated with the sense transcription (Figure 3d and f). 

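Over the same kind of pairs, r was 0.029 over 582 pairs (95% bootstrap interval over pairs -0.0581 to 0.114) in *Sc*-ES and 0.184 over 585 pairs (95% bootstrap interval over pairs 0.0976 to 0.273) in *Sc*-HS. In *Sp*-ES it was 0.0196 over 612 pairs (95% bootstrap interval over pairs -0.0665 to 0.105). The intervals of both ES libraries included 0.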

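In *Sp*, r across the listed pairs was -0.0625 over 611 pairs (95% bootstrap interval over pairs -0.149 to 0.0268) in ML, 0.0196 in ES and 0.209 in HS. Spearman's rank correlation in these libraries was -0.0337, 0.0204 and 0.249.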

In the case of *Sp*, we found that sense and antisense are positively correlated in all three conditions. On closer inspection, we found that for both species in HS, correlation was 0.35 and 0.26 with *p*-value < 2.2 × 10^-16^, which was considerably higher than ML and ES. 

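Across the listed pairs r was 0.209 in *Sp*-HS (95% bootstrap interval 0.131 to 0.283) and 0.184 in *Sc*-HS. The difference between HS and ML was 0.284 in *Sc* (interval 0.174 to 0.38) and 0.271 in *Sp* (0.202 to 0.391), with the intervals taken over pairs above 0 in both libraries. Between ES and ML the difference was 0.129 in *Sc* (0.0367 to 0.213) and 0.0821 in *Sp* (-0.0192 to 0.18), where the interval included 0. Over the pairs listed for the same species only, the difference between HS and ML was 0.353 in *Sc* and 0.311 in *Sp*. The pairs were chosen for inverse changes from ML, which bears on r in ML and so on these differences. Each r describes 1 library, and no p-value is given because pairs are not independent replicates.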

The higher number of pairs with induced and repressed antisense expression in HS (285 and 85) than in ES (102 and 75) also corroborates with higher correlation levels in HS. Taken together, these results suggest the possibility that the interplay of sense-antisense transcription is likely to be more prominent in HS than in other conditions.

**Figure 3:**
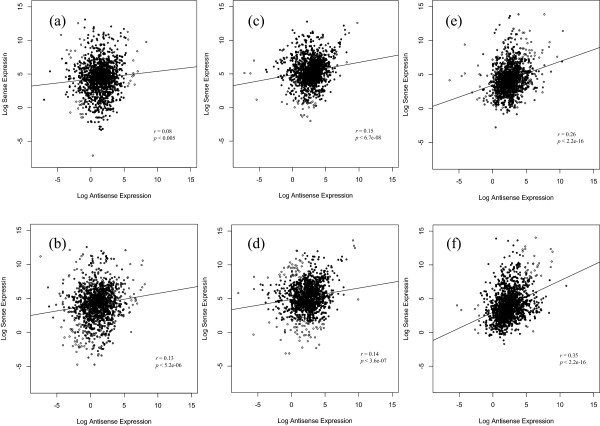
**The correlation of expression levels between sense and antisense transcription in ML, ES and HS conditions in** ***Sc*** **and** ***Sp.*** Expression is derived from logarithm of sense and antisense BPKM values from our selected dataset. For both species the ES and HS conditions have slight positive correlation between antisense and sense transcript levels, which is not evident in *Sc*-ML condition. Here **(a)** *Sc*-ML, **(b)** *Sp*-ML, **(c)** *Sc*-ES, **(d)** *Sp*-ES, **(e)** *Sc*-HS, and **(f)** *Sp*-HS conditions.

Next, to assess the relationship between sense and antisense transcription levels, we examined their correlation between *Sc* and *Sp* in the three culture conditions (Table 2). 

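Pearson r of log BPKM was computed for the 15 couples of the 6 libraries, across 5243 ORF-Ts for sense and 986 ncRNAs for antisense. Transcripts are not independent replicates. For different species in the same condition, the mean r over 3 couples was 0.844 for sense and 0.512 for antisense, a difference of 0.332 (95% bootstrap interval over transcripts 0.284 to 0.383). For the same species in different conditions, the mean over 6 couples was 0.60 for sense and 0.445 for antisense, a difference of 0.155 (0.108 to 0.20). Sense r was the higher in all 15 couples. ORF-Ts matched to the ncRNAs on mean log2 BPKM, the alternative that moved the difference most, had a mean r of 0.605 between species and 0.376 between conditions. The ncRNA mean minus the matched mean was -0.0935 (-0.151 to -0.0245) between species and 0.069 (0.0143 to 0.121) between conditions.

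**Figure D2:**
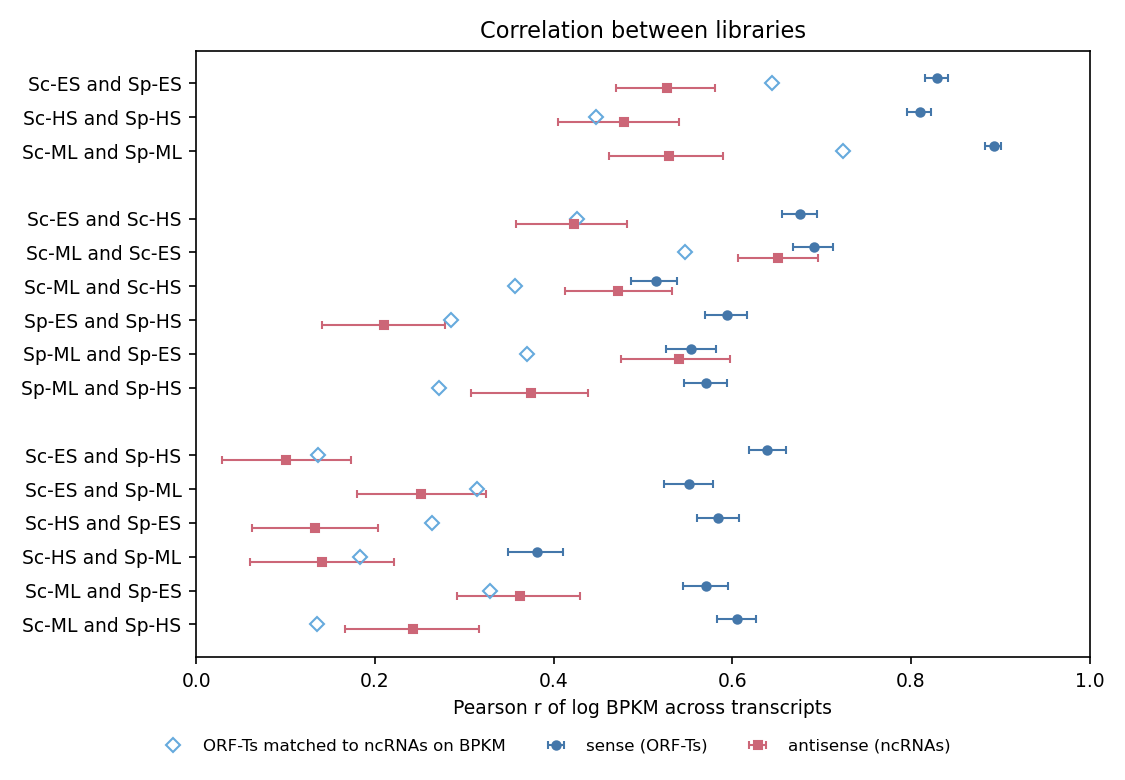
Pearson r of log BPKM across transcripts for the 15 couples of libraries. Circles are sense (ORF-Ts) and squares antisense (ncRNAs), with 95% bootstrap intervals over transcripts, and open diamonds are ORF-Ts matched to the ncRNAs on mean log2 BPKM. Sense r ranges from 0.381 to 0.892 and antisense r from 0.10 to 0.652.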

The general trend in Table 2 suggested that sense transcription is less divergent when compared to antisense in the three culture conditions when we consider both “*the same species and in different conditions*” and “*different species and in same conditions*”. For example, from Table 2, “*the different species and in same conditions*” for sense transcription (*SpSc*-ML: 0.88 > *SpSc*-ES: 0.84 or > *SpSc*-HS: 0.82) are more correlated than that for antisense (*SpSc*-ML 0.64 > *SpSc*-ES: 0.64 or > *SpSc*-HS: 0.56), where *SpSc* stands for correlation between *S. cerevisiae* and *S. paradoxus*. 

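Between *Sc* and *Sp* in ML, r was 0.892 for sense (0.883 to 0.901) and 0.529 for antisense (0.463 to 0.59), with 95% bootstrap intervals over transcripts. In ES it was 0.829 for sense (0.816 to 0.841) and 0.527 for antisense (0.47 to 0.581), and in HS 0.81 for sense (0.796 to 0.823) and 0.479 for antisense (0.405 to 0.54). The antisense intervals of the 3 conditions overlapped. Matched ORF-Ts had an r of 0.724 in ML, 0.644 in ES and 0.447 in HS.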

While, the “same species in different condition”, denotes relationship between sense and antisense transcription within a species under different conditions; the “different species in the same condition” can tell us about this relationship across species. The observed difference could be either due to a species-specific effect, condition-specific effect or a combination of both. However, on considering the conglomerate of the level of divergence of sense and antisense transcription from combinations of species and conditions, we can speculate that the condition-specific antisense transcription levels has higher divergence compared to condition-specific sense transcription levels. These observations suggest the potential role of antisense transcription in response to the change from ML to ES or HS and could play an important role in facilitating the processes by which yeasts adapt to change in environmental conditions.

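Within *Sc*, r between ML and ES was 0.691 for sense and 0.652 for antisense, and between ML and HS 0.514 and 0.472. Within *Sp* it was 0.554 and 0.541 between ML and ES, and 0.571 and 0.375 between ML and HS. Between ES and HS, r for sense and antisense was 0.676 and 0.422 in *Sc*, and 0.594 and 0.210 in *Sp*. Expression variation, the absolute log2 difference between the species, had a median of 0.50 for ORF-Ts and 1.14 for ncRNAs in ML, 0.55 and 1.10 in ES, and 0.87 and 1.17 in HS. ORF-Ts matched on mean log2 BPKM had medians of 0.84, 0.96 and 1.06. The excess of the ncRNAs over them was 0.30 (0.12 to 0.45) in ML, 0.14 (-0.016 to 0.31) in ES and 0.11 (-0.026 to 0.28) in HS. From the correlations over species and conditions together, the paper proposes that condition-specific antisense levels diverged more than sense levels.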

**Table 2:** **Correlation of expression levels across species and culture conditions**

Sense expression correlation						
	***Sc***-ML	***Sp***-ML	***Sc***-ES	***Sp***-ES	***Sc***-HS	***Sp***-HS
*Sc*-ML	**1**	0.88	0.57	0.48	0.53	0.57
*Sp*-ML	0.64	**1**	0.45	0.47	0.42	0.56
*Sc*-ES	0.61	0.32	**1**	0.84	0.58	0.52
*Sp*-ES	0.41	0.47	0.64	**1**	0.45	0.45
*Sc*-HS	0.49	0.23	0.39	0.17	**1**	0.82
*Sp*-HS	0.31	0.40	0.09	0.15	0.56	**1**
Antisense expression correlation						

The values on the top (and bottom) of the negative diagonal elements (indicated in bold) are the correlation values of sense transcript (and antisense transcript) in *S. cerevisiae* (*Sc*) and *S. paradoxus* (*Sp*) respectively. ML, ES and HS correspond to the Mid-Log, Early stationary phase and Heat-shock conditions. The horizontal and vertical column has *species name*-experimental conditions used for computing correlation values.

Furthermore, we wanted to investigate the patterns of change in sense and antisense transcription in different conditions, by considering both species specific and conserved sense-antisense pairs. For this, we examined sense and antisense transcripts that show inverse trends and change significantly from ML to ES or HS in both *Sc* and *Sp* in terms of their BPKM ratios. We selected sense-antisense pairs with inverse expression patterns and had at least a 1.5 fold change [8, 37, 38] from ML to ES or HS in *Sc* and *Sp*. We found that some of these genes (Figure 4 and Additional file 1: Table S1) had significant changes from ML to HS in *Sc* only, while several had this feature conserved between *Sc* and *Sp*. 

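For each species, stress and direction, the pair with the largest change was taken as the one with the largest smaller absolute log2 fold change of sense and antisense, among listed pairs with all 4 BPKM of at least 1. From ML to HS in *Sc* with repressed sense it was *RPS8B* (YER102W, chromosome V from 363100 to 363702 in R64), which went from 1398 to 82.1 BPKM while its antisense unit ncR0624 went from 6.82 to 207 BPKM. With induced sense it was *HXT5* (YHR096C, chromosome VIII from 294669 to 296447 in R64), from 1.35 to 124 BPKM, with ncR1073 going from 6.67 to 1.57 BPKM. The same pair led the induced sense pairs of *Sp*, with log2 fold changes of 4.01 and -2.47 in ES and 3.06 and -3.21 in HS. From ML to ES in *Sc*, *MAE1* (YKL029C, chromosome XI from 382716 to 384725 in R64) led the repressed sense pairs with a log2 fold change of -2.19, against 2.29 for its listed antisense unit YKL031W, and *BLI1* (YKL061W, chromosome XI from 325771 to 326112 in R64) led the induced ones with 1.96, against -1.86 for ncR1508. In *Sp*, *IPI1* (YHR085W, chromosome VIII from 276764 to 277768 in R64) led the repressed sense pairs in HS with -4.62, against 3.36 for ncR1063, and *PRP43* (YGL120C, chromosome VII from 281634 to 283937 in R64) those in ES with -4.03, against 3.75 for ncR0792.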

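Table S1 lists 402 pairs for *Sc*, and its BPKM ratios were recomputed from the deposited values. Of 1608 ratios, 1588 matched to within rounding, and for the other 20, where the ML value was 0, the listed ratio equalled the stress BPKM itself. Over all 740 pairs of the sheets, with a defined ratio and at least 1.5 fold in each direction, 341 pairs had repressed sense and induced antisense in *Sc* (70 in ES only, 219 in HS only, 52 in both). At 2 fold, the alternative that moved the count most, there were 194. Of the 740 pairs, 574 were tested in *Sc*. The *Sc* sheet and the *Sp* sheet share 139 pairs.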

As shown in Table 3, 328 pairs had repressed sense and induced antisense expression patterns in either ES or HS relative to ML (68 in ES, 209 in HS, 51 in both) only in *Sc*. Similarly, 385 pairs demonstrated this feature only in *Sp* (49 in ES, 277 in HS, 45 in both). 

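By the same rule 401 pairs, of 615 tested, had repressed sense and induced antisense in *Sp* (62 in ES only, 287 in HS only, 52 in both). Scaling the libraries to an equal ORF-T median moved the count most, to 251, of which 125 were in HS only. The *Sp* sheet itself marks 385 pairs with this pattern (59 in ES only, 277 in HS only, 49 in both).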

Interestingly, for 92 sense-antisense pairs this pattern was conserved in both species (20 in ES, 61 in HS, and 11 in both). 

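A listed pair was counted as conserved when it changed at least 1.5 fold in the same direction and the same stress in both species. Of the 471 listed pairs with both units in both species, 140 with repressed sense and induced antisense met this (31 in ES only, 96 in HS only, 13 in both). With a BPKM of at least 1 in all 8 values, the number was 65. Of the 157 pairs conserved in either direction, 90 are among the 105 of the conserved sheet of Table S1, and 15 pairs of that sheet did not meet the rule.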

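Induced sense with repressed antisense, each by at least 1.5 fold, was found in 77 pairs in *Sc* (30 in ES only, 36 in HS only, 11 in both). In *Sp* it was found in 95 pairs (46 in ES only, 40 in HS only, 9 in both). 17 pairs were shared in the same stress (9 in ES only, 7 in HS only, 1 in both).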

On the other hand, there were 78 pairs with induced sense and repressed antisense (31 in ES, 37 in HS, 10 in both) in *Sc* only and 99 pairs in *Sp* only (50 in ES, 41 in HS, 8 in both) and 13 pairs were conserved in both species (5 in ES, 8 in HS). Taken together, these results suggest that an inverse expression between sense and antisense pairs could mediate regulation of condition-specific sense transcription in either *Sc* or *Sp* and sometimes in both the species.

**Figure 4:**
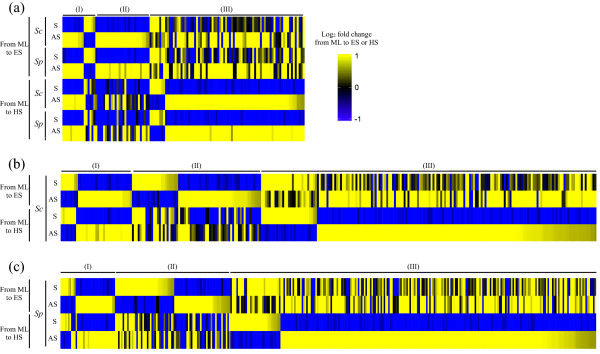
**Significant inverse expression patterns of sense-antisense pairs conserved in** ***Sc*** **and** ***Sp*** **. (a)** Sense-antisense pairs that show inverse expression patterns conserved in *Sc* and *Sp* from ML to (I) both ES and HS, (II) only ES, (III) only HS. **(b&c)** Sense-antisense pairs that show inverse expression patterns only in **(b)** *Sc* or **(c)** *Sp* from ML to (I) both ES and HS, (II) only ES, (III) only HS.

**Table 3:** **Characteristics of sense-antisense pairs in the two sensu stricto yeasts**

	***S. cerevisiae***	***S. paradoxus***	***Both***
**I-sense, R-antisense**	328	385	92
**R-sense, I-antisense**	78	99	13

I-sense/I-antisense: induced sense/antisense transcription (fold change >1.5), R-sense/R-antisense: repressed sense/antisense transcription (fold change > 1.5).

To validate our results, we compared it with the available experimentally determined sense-antisense relationships. This model was supported by mechanistic studies on *IME4* [14], *PHO84* [15], *KCS1* [39] and *GAL10* [17]. 

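The sense transcripts of *IME4* (YGL192W, chromosome VII from 142246 to 144048 in R64) and *GAL10* (YBR019C, chromosome II from 276253 to 278352 in R64) were not analysed here. The rows of the deposited values follow the genome, and the units listed between the rows of the ORFs next to each gene were taken, without knowing their strand. Next to *IME4*, unit ncR0761 had 3.09, 14.9 and 5.72 BPKM in ML, ES and HS of *Sc* and 2.56, 16.1 and 3.52 BPKM in *Sp*. Unit ncR0762 had 5.07, 36.3 and 10.8 BPKM in ML, ES and HS of *Sc* and 7.73, 28.2 and 3.56 BPKM in *Sp*. Next to *GAL10*, unit ncR0083 had 1.03, 2.06 and 11.7 BPKM in ML, ES and HS of *Sc* and 9.72, 21.0 and 22.4 BPKM in *Sp*. Unit ncR0082 was analysed in *Sp* only, at 4.13, 14.3 and 5.26 BPKM.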

We also found that, the antisense transcripts of *IME4* and *GAL10* expressed and sense transcripts were repressed consistently in all three conditions and in both the species. However, we did not detect the antisense transcripts of *KCS1* that was induced in low phosphate condition [39]. This can be expected, because our study does not include the meiosis phase, low phosphate condition, or galactose treatment. Similarly, we also detected the sense transcript of *PHO84* was repressed and it’s antisense transcript induced from ML to ES, as observed previously in the aging cells [15]. However, this phenomenon was not conserved between *Sc* and *Sp*. 

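The sense transcript of *KCS1* (YDR017C, chromosome IV from 479115 to 482267 in R64) had 38.2, 26.8 and 14.6 BPKM in ML, ES and HS of *Sc* and 39.5, 21.6 and 11.7 BPKM in *Sp*. Table S1 pairs it with no antisense unit, and no antisense value of *KCS1* was analysed here.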

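*PHO84* (YML123C, chromosome XIII from 24037 to 25800 in R64) went from 626 BPKM in *Sc*-ML to 330 BPKM in ES, a log2 fold change of -0.92, and to 3.38 BPKM in HS. Its antisense unit in Table S1, ncR1786, went from 4.04 to 8.11 BPKM in *Sc*-ES, a log2 fold change of 1.01, and to 1.82 BPKM in HS. Both changes from ML to ES passed 1.5 fold.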

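In *Sp*, *PHO84* had 41.5 in ML, 45.3 in ES and 1.70 BPKM in HS. The change from ML to ES was 0.12 on the log2 scale, and -0.30 with the libraries scaled to an equal ORF-T median. The antisense unit ncR1786 was analysed in *Sc* only.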

Even though the antisense transcript was expressed in both the species, the antisense expression did not satisfy the criterion of a 1.5 fold change. A plausible reason for the lack of conservation could be the difference in domain architecture of *PHO84* between *Sc* and *Sp* [40, 41]. While two general substrate transporter domains of *PHO84* are conserved between the two species, two additional domains with sugar transporter activity are specific to *Sc* and absent in *Sp* [40, 41]. This might cause difference in functionality of antisense transcription between the two species. It suggests a rapid change in antisense regulation and the lineage-specific role of antisense transcript of *PHO84*. In the case of *FLO1*, the antisense expression level was visibly higher in ES (16.7 BPKM) than the ML (1.2 BPKM). 

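The sense transcript of *FLO1* (YAR050W, chromosome I from 203403 to 208016 in R64) was not analysed here. The only unit with *Sc* values between the rows of the ORFs next to *FLO1* is ncR0040, whose strand was not known from the values. It had 1.24 in *Sc*-ML, 16.7 in *Sc*-ES and 2.21 BPKM in *Sc*-HS, a log2 fold change of 3.75 from ML to ES. There was 1 library per condition, so the difference has no replicate check.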

Though the role of sense *FLO1* in cell wall binding is previously established, the up-regulation of *FLO1* antisense transcripts during ES is intriguing and its function is unavailable from previous experiments.

Some examples of genes with inverse expression patterns and significant change from ML to ES and HS were conserved in the two species (Additional file 1: Table S1), suggesting its functional importance. 

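*RPP1B* (YDL130W) lies on chromosome IV from 229906 to 230527 of R64. From ML to HS it changed by -3.63 in *Sc* and -1.31 in *Sp*, and its antisense unit ncR0279 by 2.60 and 1.68 on the log2 scale. From ML to ES the sense changes were -2.09 and -1.58. *RPS19A* (YOL121C, chromosome XV from 92026 to 92850) changed in HS by -3.74 in *Sc* and -1.98 in *Sp*, and its antisense unit ncR2112 by 3.01 and 1.73. In ES the changes were -2.33 and -3.04 for sense and 2.86 and 4.34 for antisense. *RPL36B* (YPL249C-A, chromosome XVI from 75699 to 76239) went from 2632 to 289 BPKM in *Sc*-HS while ncR2293 went from 1.30 to 45.7 BPKM. In ES the sense changes of *RPL36B* were -2.03 and -2.38. *DIM1* (YPL266W, chromosome XVI from 39121 to 40077) fell to 1.11 BPKM in *Sc*-HS and 19.0 BPKM in *Sp*-HS, log2 fold changes of -6.55 and -3.05. Its ES changes were -1.62 and -3.49, against 0.77 and 3.10 for ncR2284. The other antisense unit of *DIM1*, ncR2283, was analysed in *Sp* only. It fell along with the sense in *Sp*-ES, by -0.50 (-0.92 with the libraries scaled to an equal ORF-T median), and changed by 1.44 in *Sp*-HS. With the libraries scaled to an equal ORF-T median, the *RPP1B* change in *Sp*-HS was -0.16, below 1.5 fold. The *Sc*-ES changes of ncR2284 (0.36) and of ncR0279 (0.46, against 0.87 before scaling) also fell below 1.5 fold.

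**Figure D3:**
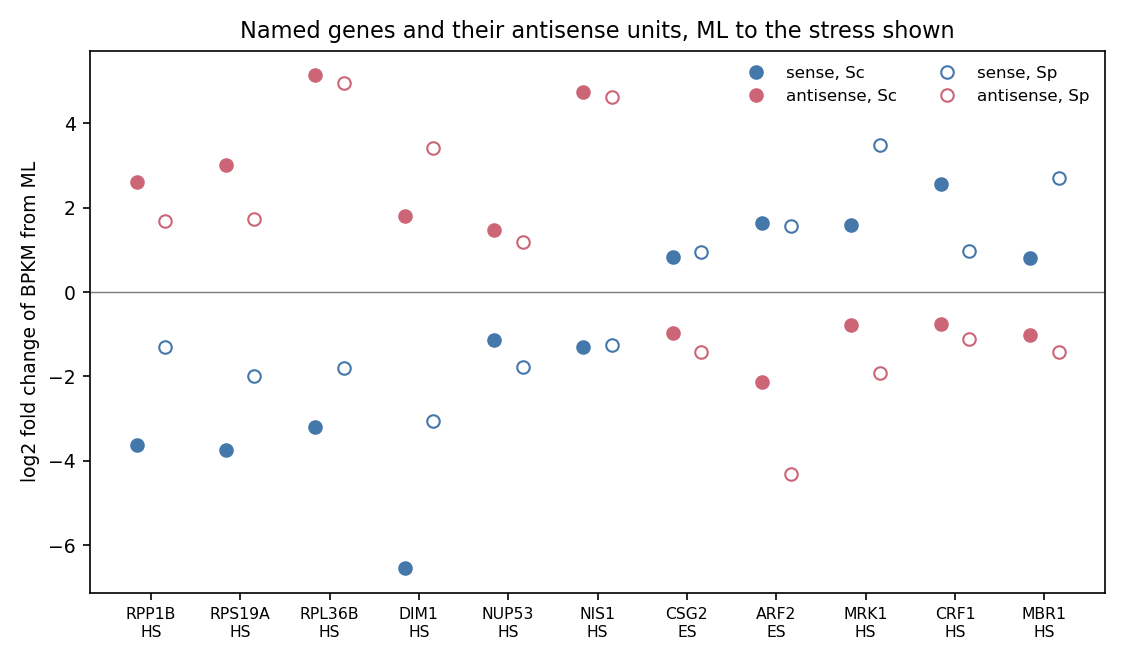
Log2 fold change of BPKM from ML to the stress under each gene name, for 11 genes named as conserved in Table S1 and their antisense units. Filled circles are *Sc* and open circles *Sp*, with 1 library per point and no replicate. In *Sc*-HS, *DIM1* has the lowest sense value at -6.55 and RPL36B's unit ncR2293 the highest antisense value at 5.14.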

For example, ribosome structure protein (*RPP1B*, *RPS19A*, *RPL36B*) and biogenesis protein (*DIM1*) related to translation were repressed in ES and HS. *NUP53* and *NIS1*, which are regulators for mitosis [42, 43] were repressed in HS. 

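*NUP53* (YMR153W, chromosome XIII from 564435 to 565862 in R64) changed from ML to HS by -1.15 in *Sc* and -1.78 in *Sp*, and its antisense unit ncR1906 by 1.46 and 1.18 on the log2 scale. *NIS1* (YNL078W, chromosome XIV from 479768 to 480991) went from 51.1 to 20.6 BPKM in *Sc* and from 11.8 to 4.97 BPKM in *Sp*. Its antisense unit ncR2024 went from 3.74 to 99.7 BPKM in *Sc* and from 0.388 to 9.56 BPKM in *Sp*. With the libraries scaled to an equal ORF-T median, the sense changes in HS fell below 1.5 fold for *NUP53* in *Sc* (-0.50) and for *NIS1* in *Sp* (-0.094).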

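*CSG2* (YBR036C, chromosome II from 309081 to 310313 in R64) went from 130 to 231 BPKM in *Sc*-ES, a log2 fold change of 0.83, and from 89.8 to 174 BPKM in *Sp*-ES, a log2 fold change of 0.96. Its antisense partner in Table S1 is TLC1, the telomerase RNA gene, which changed by -0.96 in *Sc*-ES and -1.41 in *Sp*-ES. With the libraries scaled to an equal ORF-T median, the sense changes were 0.41 and 0.53, below 1.5 fold.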

*CSG2*, whose function is related to DNA damage, lactic acid, and acetaldehyde stresses [44–46] was induced in ES. *ARF2*, whose null mutant results in the decrease of survival rate in the stationary phase [47] and was also induced in ES. 

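From ML to ES, *ARF2* (YDL137W, chromosome IV from 216529 to 217074 in R64) changed by 1.63 in *Sc* and 1.56 in *Sp*, and its antisense unit ncR0277 by -2.14 and -4.31 on the log2 scale. In ES ncR0277 had 0.972 BPKM in *Sc* and 0.462 BPKM in *Sp*.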

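*MRK1* went from 4.82 to 14.5 BPKM in *Sc*-HS and from 5.95 to 66.6 BPKM in *Sp*-HS. Its antisense unit ncR0285 went from 7.94 to 4.62 BPKM and from 1.87 to 0.495 BPKM. Under ORF-T median scaling, the ncR0285 change in *Sc*-HS was -0.13, below 1.5 fold.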

*MRK1*, was known to respond to stress [48] and was induced in HS. 

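*CRF1* rose from 0.893 to 5.25 BPKM in *Sc*-HS and from 3.82 to 7.52 BPKM in *Sp*-HS. Its antisense unit ncR0374 went from 7.31 to 4.34 BPKM in *Sc* and from 3.38 to 1.56 BPKM in *Sp*. In *Sc*-HS the ncR0374 change was -0.10 after the same ORF-T median scaling.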

*CRF1*, involved in repression of ribosomal protein gene expression in stress and poor nutrients [49], was also induced in HS. *MBR1*, which was related to aerobic fermentation [50], was induced in HS. These findings suggest that antisense transcription might be important in maintaining these cellular functions.

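*MBR1* (YKL093W, chromosome XI from 264789 to 265808 in R64) changed from ML to HS by 0.80 in *Sc* and 2.70 in *Sp*, and its antisense unit ncR1485 by -1.02 and -1.42 on the log2 scale. From ML to ES both partners rose, *MBR1* by 4.46 and ncR1485 by 0.62 in *Sc*, and by 6.89 and 1.51 in *Sp*. The ncR1485 changes in HS under ORF-T median scaling were -0.37 in *Sc* and -0.26 in *Sp*. Its rise in *Sc*-ES was 0.20 under that scaling, below 1.5 fold.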

### A large fraction of conserved sense-antisense pair demonstrate inverse expression patterns

It has been hypothesized that antisense transcript mediated regulation function through RNA interactions [6]. To verify the extent of conservation of sense-antisense pairs between *Sc* and *Sp*, with different modes of regulation in the HS and ES relative to ML, we examined the sense-antisense pairs, which demonstrated inverted expression patterns. For this, we arrived at a conservation score: an index of the degree of conservation (Detailed in Materials and Methods). We employed a stringent criteria of conservation score greater than 0.8, i.e., at least 80% of sense-antisense pairs is conserved between *Sc* and *Sp*.

A total of 72 (i.e., 67%) sense-antisense pairs with inverse expression patterns were conserved between the two species under this stringent criterion, supporting the hypothesis. Furthermore, 22 (i.e., 30%) of these conserved sense-antisense pairs demonstrated inverse patterns in ES relative to ML and 55 (i.e., 47%) such pairs were found in HS relative to ML respectively. Whereas, 74 sense-antisense pairs in ES and 118 pairs in HS demonstrated inverse expression but were not conserved between the two species. Next, we determined the distribution of all sense-antisense pairs (independently in ES and ML) with less than 50% of conservation, equivalent to background distribution in both ES and HS conditions. In this background set, we found 15 pairs in ES and 25 pairs in HS had inverse expression relative to ML respectively and were also conserved. On the other hand 21 pairs in ES and 95 pairs in HS demonstrated inverse expression but were not conserved between *Sc* and *Sp* in the background set. Fisher’s exact test was performed between the conserved and not-conserved sense-antisense pairs under stringent criteria and background separately in ES and HS. The *p*-value < 0.05 in both ES and HS suggested that the distribution of conserved stringent sense-antisense pairs was above random expectation. In addition, the proportion of sense-antisense pairs that are conserved under our stringent criterion and demonstrated inverse expression in HS was higher than the pairs in ES according to one-sided two-sample proportion test (*p*-value = 8.61 × 10^-2^). These results suggest that antisense transcript mediated regulation can be expected to be more prevalent in environmental stress such as HS than in starvation stress.

Yeast cells enter a stationary phase when they exhaust available nutrients and are characterized by cell cycle arrest and specific physiological, biochemical, and morphological changes. Some of these changes include thickening of the cell wall and acquisition of thermotolerance [51]. Similarly, for cells under HS, a reprogramming of gene expression, acquisition of thermotolerance, and a transient cell cycle arrest at G_1_ is observed [51–53]. It can thus be speculated that specific sense-antisense pairs are required for maintenance of important cellular function in quiescent and thermal stress induced cells. They might be involved in reprogramming of a transcriptional network to overcome the external stress by inducing or repressing specific pathways. More importantly, the high levels of evolutionary conservation of such sense-antisense pairs, demonstrate the functional importance in related sensu stricto yeasts.

## Discussion and conclusions

By performing massive parallel sequencing of strand-specific cDNA library from RNA of *Sc* and *Sp* cells, which were cultured in three different conditions (i.e., ML, HS and ES), we have attempted to identify the evolutionary characteristics of antisense transcription in sensu stricto yeasts. Overall, the pattern of antisense transcription was similar in both *Sc* and *Sp,* with a lower expression level than sense transcripts. These occurred from the 3′ end of the genes and mostly had a partial overlap with the sense transcript.

Our findings were concordant with previous studies [6, 8, 18] on antisense transcription in yeasts and they also highlighted the importance of antisense regulation in mediating condition-specific transcription in yeasts. A comparison of antisense transcript distribution between the normal ML and the stress inducing HS and ES conditions showed a right shifted distribution in stress conditions, suggesting the key role of antisense transcription in response to change in environmental conditions. Moreover, the inverse expression pattern of sense-antisense pairs in HS and ES relative to ML suggested metabolic changes via regulation when cells are under stress. The functional annotations of our results were largely consistent with a previous study [8]. Furthermore, the varied levels of correlation of sense and antisense expression levels across species and culture conditions (Table 2) suggested that their mechanism of action might be diverse.

Because natural selection preserves functional elements and processes, we know that conservation is an effective method of discerning functional and non-functional cellular processes. Since transcription is a costly process, it is can be assumed that antisense transcription is functional when it is conserved in related species. Previous studies have illustrated the conservation of antisense transcription separately in bacteria [3], yeasts [18] and mammals [12, 19]. These findings suggest that antisense transcription is an evolutionary conserved phenomenon. Although a handful studies have proposed that antisense transcription could be important in stress related condition [8, 36, 37], it remains unclear as to how they mediate regulation with changing conditions and also how conserved is antisense mediated regulation across species.

By examining the antisense transcription in *Sc* and *Sp* cultured in three different conditions, we investigated the evolutionary consequence of antisense transcription with changing conditions. A significantly large fraction of sense-antisense pairs with inverse expression patterns in HS and ES relative to the ML were conserved in both species even when a stringent criterion was imposed. This indicated the possibility that inverse expression could be a plausible way with which antisense mediated sense regulation occurs across yeast species. There could be a dual mode of action of such sense-antisense pairs in yeasts [37]. In addition to reprogramming gene expression pertinent to the changing conditions, it could also lead to greater expression variability for antisense-containing genes, which in turn can help species to adapt to new environments in general. A general examination of, the varied levels of correlation between species and culture conditions (Table 2), together with the high conservation of inverse expression of sense-antisense transcript, highlights the following observation: sense and antisense expression associate in different ways according to the mechanism specified by environmental condition. Some may require a concomitant presence of sense and antisense transcripts, while others work by reciprocated exclusion [22]. Furthermore, such relationships have also been previously observed in mammals [54], suggesting a commonality in the basic mechanism with which antisense regulation works. Furthermore, these results also validate that sense-antisense pairs, which are coupled to serve the different regulatory mechanisms, are conserved in closely related species, in our case *Sc* and *Sp.* Even though our analysis can provide a general understanding of sense and antisense transcription, further experiments will be needed to substantiate the functional characteristics in yeast. There is also a considerable void in experiments testing these mechanistic hypotheses and further research is needed to elucidate these possibilities.

### Availability of supporting data

The RNASeq data set supporting the results of this article is available in the Gene Expression Omnibus (GEO) repository, [http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE58319].

## Electronic supplementary material

Additional file 1: **Sense-antisense pairs with inverse expression patterns.**

## Abbreviations

*Sc*: *Saccharomyces cerevisiae*
*Sp*: *Saccharomyces paradoxus*
ML: Mid-log phase
ES: Early stationary phase
HS: Heat shock condition.

How the deposited data were processed for this re-analysis (not part of the article)

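RNA from 6 cultures was measured, 1 for each of the ML, ES and HS conditions in *Sc* (strain BY4741) and *Sp* (strain a-CC154). The conditions were taken from the sample labels and the methods of the paper, which gave the same mapping. No condition had a replicate.

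The authors prepared strand-specific poly A+ libraries by the dUTP method, mapped the paired-end reads with Bowtie and TopHat to the genome of each species, kept uniquely mapped reads, and defined transcript units from the read depth with manual boundaries. They deposited a BPKM value for each unit and library, which is RPKM counted in bases, normalized by the authors for unit length and for the mapped bases of each library. The versions of the tools and of the *Sc* annotation are not given in the paper's text. Reads that map to more than 1 place were removed by the authors, so the values of near-identical genes (repeated ribosomal protein genes, *PAU* and *FLO* genes, *SSA* and *HSP* copies) are uncertain. Because BPKM is relative to each library's total, a few very high units lower all the others: the 10 highest units held 20.6% of the BPKM sum in *Sc*-HS and 20.2% in *Sp*-HS, against 10.4% and 7.73% in ML. The paper gives the reads per sample as a range. The number of reads behind each value is unknown from the deposited values, and whole reads could not be recovered from them, so no counting interval or detection floor was given.

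From the BPKM values, units were classed by name and counted as present when above 0 in at least 1 library of a species. Levels, log2 fold changes from ML, Pearson correlations of natural log BPKM and absolute log2 differences between species were computed over units above 0 in all 6 libraries, without a pseudocount. Intervals are 95% bootstrap intervals over transcripts or pairs (2000 resamples, or 1000 where ORF-Ts were matched) or Wilson intervals for shares. They describe transcripts in these libraries, not the variation between cultures. To ask whether ncRNAs stood apart from ORF-Ts of the same level, each ncRNA was matched to the 20 ORF-Ts nearest in mean log2 BPKM, 10000 lists were drawn, and the percentile of the ncRNA median among them was taken. On data simulated with no excess, 30% of 100 runs fell outside the central 95% of such lists, so the percentile overstates how far a class stands apart. An excess with an interval that resamples ncRNAs and ORF-Ts was therefore added. The excess over the mean of the drawn lists recovered a simulated 0.5 as 0.506. The interval was simulated only without an excess and with fewer resamples than used here. It covered the true value in 36 of 40 runs, and its coverage of a true excess was not tested. This interval was adopted after the ncRNA medians were known and before the heat-inducible ORF-Ts and other RNA genes were tested, and it replaced the percentile as the deciding value of the tests in the closing section, which gives the percentiles where the choice matters.

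Sense-antisense pairs were the 740 pairs of the sheets of Additional file 1: Table S1. Of their antisense units, 669 pairs have an ncRNA, 41 another RNA gene and 30 a unit with an ORF name. A pair was inverse when sense and antisense changed at least 1.5 fold in opposite directions, with the ratio formed only where the ML value was above 0. Random pairing used 10000 draws that coupled each ncRNA with an ORF-T drawn at random. For the test of the selection of pairs, 1000 such draws were limited to couples with an inverse change of at least 1.5 fold in ES or HS of either species. Gene positions are from the R64 annotation of *S. cerevisiae*. Genes were named by a rule set before the data were examined: every gene the paper names in its results with its partner in Table S1, the pair with the largest change for each species, stress and direction, and 6 heat shock and 4 glucose exhaustion marker genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

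The alternatives were a pseudocount of 1 or 0.1, a minimum of 1 BPKM, a fold change of 2, scaling of the libraries to an equal ORF-T median or to an equal BPKM sum, rank correlation, matched ORF-Ts, and the units or sheets of Table S1 alone. The intron counts, the position of antisense transcripts along genes and the conservation score of pairs need coordinates and overlaps and were not analysed here.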

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

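All tests in this part were chosen after the pattern they bear on was seen, and the comparison of libraries for a mislabelled *Sp*-ES library was chosen only after its own result was seen. With 1 library per condition, differences between species were not tested against a replicate error.

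*GAL4* moved in opposite directions between the species from ML to HS, with a log2 fold change of -0.94 in *Sc* and 1.27 in *Sp*. The difference between the species was not tested. With the libraries scaled to an equal ORF-T median the values were -0.29 and 2.43, so the fall in *Sc* was then below 1.5 fold. *GAL4* was at 1.08 BPKM in *Sp*-ML, and neither the precision of such low values nor a biological explanation was tested.

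*HSP104* and *SSA4*, chosen as heat shock markers before the data were examined, also moved in opposite directions from ML to ES. The log2 fold change of *HSP104* was 1.63 in *Sc* and -0.75 in *Sp*, and that of *SSA4* 2.77 and -0.71. The other 4 markers were not all alike. *HSP82* changed by 2.63 in *Sc* and by -0.43 in *Sp*, a fall below 1.5 fold that was -0.86 with the libraries scaled to an equal ORF-T median. *HSP26* and *HSP12* rose in both species, by 8.69 and 8.67 in *Sc* and by 2.13 and 1.80 in *Sp*. *SSA1* changed by 1.25 in *Sc* and 0.10 in *Sp*, the latter being -0.32 after that scaling. In HS *HSP104* and *SSA4* rose in both species, *HSP104* to 9795 and 13746 BPKM. The differences were not tested. A mislabelled *Sp*-ES library would correlate best with a *Sc* library of another condition, but its ORF-T r was 0.829 with *Sc*-ES, 0.57 with *Sc*-ML and 0.584 with *Sc*-HS. The median difference between the species over the 6 heat markers was 3.27 on the log2 scale and 3.28 with the libraries scaled to an equal ORF-T median. The median ORF-T change from ML to ES was 0.44 in *Sc* and 0.53 in *Sp*, and the median difference between the species over all shared ORF-Ts was -0.051. Library scaling would shift all ORF-Ts of a library alike and so does not account for the contrast. All 6 markers had the higher change in *Sc*, but they were not compared with random sets of as many ORF-Ts. A chance choice of a few chaperone genes could thus not be excluded. Over the 100 ORF-Ts with the largest rise in HS in both species, the median change from ML to ES was 2.75 in *Sc* and 2.38 in *Sp*, and the excess of their difference over matched ORF-Ts was 0.25, with an interval of -0.11 to 0.67. That median difference stood at the 99.6th percentile of 10000 matched lists, a measure that would have set the list apart but that was too often extreme on simulated data. Most of the 100 ORF-Ts rose in ES in both species, 92 in *Sc* and 86 in *Sp*. They were chosen for a rise from the same ML libraries, so their rise in ES may come in part from that choice. The contrast of the marker genes was not shown to extend to them, and these counts cannot decide whether it does. Reads shared between *SSA* copies were not tested, and the species differ in strain as well as in genome.

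The tRNA, snoRNA and other RNA genes, which the paper does not discuss as a class, rose from ML to HS in *Sp*. Over 70 units the median log2 fold change was 1.48 in *Sp*-HS, with 57 units up, against 0.28 in *Sc*-HS, with 40 up. By kind, all 12 tRNA units rose in *Sc*-HS too, by a median of 1.48 (interval 1.00 to 3.22), while the median of the snoRNA or snRNA units there was -0.12 (-0.35 to 0.42). The smallest BPKM above 0 in *Sp*-HS was 0.0073. Low expression does not account for the rise, since its excess over ORF-Ts of the same mean BPKM was 1.89 (interval 1.38 to 2.51). Carry-over of RNA without poly A tails into the library would raise both tRNA and snoRNA or snRNA units. In *Sp*-HS the 12 tRNA units rose by a median of 4.38 and the 53 snoRNA or snRNA units by 1.26. A response to heat would raise them too, so the pattern cannot be told apart from such carry-over.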

How the results depend on the processing

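No paired analysis was possible because each condition has 1 library. Leaving out a replicate was not possible for the same reason, and a result counts as moved when an alternative takes it outside its bootstrap or binomial 95% interval, or a count by more than 1.5 times. All alternatives except the R64 classing of ORF-Ts and the random pairing at any fold change were set before the data were examined. The paper gives a range for the reads per sample, the values carry no counts and unit lengths were not used here, so no precision was computed for low values.

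The counts of units present in each species and of ORF-Ts and ncRNAs present in both stayed within 1.5 times under the 3 other rules for presence and under the R64 classing. The sense level stayed above the antisense level in all 6 libraries under the 4 alternatives tried. With a minimum of 1 BPKM in all 6 libraries, the log2 difference was 2.89 in *Sc*-ML, 2.11 in *Sc*-ES, 1.55 in *Sc*-HS, 2.97 in *Sp*-ML, 2.16 in *Sp*-ES and 1.43 in *Sp*-HS. With a pseudocount of 1 it was 3.20 in *Sc*-ML, 1.64 in *Sc*-HS, 3.42 in *Sp*-ML and 1.59 in *Sp*-HS. Over the units of Table S1 it was 1.47 in *Sc*-HS, 2.96 in *Sp*-ES and 1.22 in *Sp*-HS. The cause of these changes was not tested.

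The median ncRNA change from ML stayed above 0 in both stresses and species under the 6 alternatives. Scaling to an equal ORF-T median gave 0.78 in *Sc* ES, 1.74 in *Sc* HS, 0.90 in *Sp* ES and 2.10 in *Sp* HS, so that the HS change exceeded the ES change, the opposite order to the deposited values. Scaling to an equal BPKM sum gave 1.32 in *Sc* HS and 1.18 in *Sp* HS. A minimum of 1 BPKM gave 1.01 in *Sc* ES, 0.62 in *Sc* HS, 1.11 in *Sp* ES and 0.37 in *Sp* HS, a pseudocount of 1 gave 0.92 in *Sc* ES, 0.83 in *Sc* HS, 0.94 in *Sp* ES and 0.71 in *Sp* HS, and the units of Table S1 gave 1.29 in *Sp* HS. The cause was not tested.

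Across the listed pairs, the sense-antisense r in *Sc*-ML changed sign to 0.00487 with a minimum of 1 BPKM in that library, and the difference between ES and ML in *Sc* became 0.00881. The differences between HS and ML stayed within their intervals under the 4 alternatives. The cause was not tested.

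Sense r minus antisense r became 0.0935 between species in the same condition, 0.0219 between species in different conditions and -0.069 between conditions of 1 species when ORF-Ts matched to the ncRNAs on BPKM replaced all ORF-Ts, so the last difference reversed. A minimum of 1 BPKM gave 0.0865 between conditions of 1 species and 0.289 between species in different conditions, and the units of Table S1 gave 0.20 for the former. For the single correlations, each couple of libraries was counted once under each alternative. By that count 31 sense values and 9 antisense values left the interval of their correlation, and 59 and 66 stayed within it. The excess expression variation of ncRNAs over ORF-Ts between species was 0.38 in ML, 0.40 in ES and 0.19 in HS with a minimum of 1 BPKM, 0.22 in ML, 0.37 in ES and 0.12 in HS with a pseudocount of 1, 0.30 in ML, 0.14 in ES and 0.11 in HS against matched ORF-Ts, and 0.45 in ES over the units of Table S1. Against matched ORF-Ts the intervals in ES (-0.016 to 0.31) and HS (-0.026 to 0.28) included 0. Apart from the matching of ORF-Ts on expression, which moved the correlations and the variation, the cause was not tested.

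At 2 fold, 194 pairs in *Sc* and 256 in *Sp* had repressed sense and induced antisense, and 31 and 49 the reverse. With a minimum of 1 BPKM in all 4 values there were 252 and 57 in *Sp*. ORF-T median scaling gave 251 pairs with repressed sense in *Sp*, and 41 pairs in *Sc* and 61 in *Sp* with induced sense. Conserved pairs with repressed sense numbered 71 at 2 fold and 65 with the minimum of 1 BPKM. Conserved pairs with induced sense numbered 5 at 2 fold, 11 with a pseudocount of 1 and 7 with the minimum of 1 BPKM. The cause was not tested.

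Among random couples of an ORF-T and an ncRNA, repressed sense with induced antisense at 2 fold had a share of 7.19% in *Sc* ES, 18.6% in *Sc* HS, 9.71% in *Sp* ES and 25.7% in *Sp* HS, and the reverse pattern 1.70% in *Sc* ES, 1.45% in *Sc* HS, 3.25% in *Sp* ES and 2.24% in *Sp* HS. ORF-T median scaling gave 16.4% in *Sc* ES, 23.0% in *Sc* HS, 17.9% in *Sp* ES and 24.9% in *Sp* HS for repressed sense and 2.60% in *Sp* HS for induced sense. A minimum of 1 BPKM gave 25.3% in *Sc* HS and 28.8% in *Sp* HS for repressed sense. The cause was not tested.

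Of the log2 fold changes of named genes and units, 16 changed sign under ORF-T median scaling, to -0.12 for PAM16 (snR37) in *Sp*-ES, 0.081 for ARF2 in *Sp*-HS, 0.39 for GPM1 in *Sc*-HS, 1.12 for GPM1 in *Sp*-HS, 0.078 for ADH6 in *Sp*-HS, 0.040 for CRF1 (ncR0374) in *Sp*-HS, -0.39 for MRK1 (ncR0285) in *Sc*-ES, -0.20 for MRK1 (ncR0285) in *Sp*-ES. The other values were -0.30 for PHO84 in *Sp*-ES, -0.26 for NIS1 in *Sc*-ES, -0.31 for NIS1 in *Sp*-ES, -0.32 for SSA1 in *Sp*-ES, -0.35 for SUC2 in *Sc*-ES, 0.11 for SUC2 in *Sc*-HS, 0.039 for IME4 (ncR0762) in *Sp*-HS and 1.05 for FLO1 (ncR0039) in *Sp*-HS. Under that scaling 21 further changes fell below 1.5 fold and 13 rose past it, and 4 fell below 1.5 fold with a pseudocount of 1. The cause was not tested.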

Differences from the paper's values

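In the absence of replicates, a correlation counted as different from the paper's when it lay further from it than the mean half-width of its 95% bootstrap interval over transcripts or pairs, and a count when one was more than 1.5 times the other.

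52 ORF-T units were present in *Sp* only, against the paper's 28. None of the alternatives set before the data were examined closed the gap, and with ORF-Ts limited to names that R64 annotates as protein-coding, a classing chosen after seeing the values, the number was 35, within 1.5 times of the paper's. The other units by name, at 77 in both species, 7 in *Sc* only and 25 in *Sp* only, were all below the paper's by more than 1.5 times. With the R64 classing they were 139, 34 and 42, and the *Sc* only count still differed. The paper took verified and uncharacterized ORFs as ORF-Ts, a status the names do not give.

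The sense-antisense r was -0.10 in *Sc*-ML, against about 0.08 in Fig. 3a, read by eye. It was -0.0625 in *Sp*-ML against about 0.13 in Fig. 3b, read by eye. In *Sc*-ES it was 0.029 against about 0.15 in Fig. 3c, read by eye, and in *Sp*-ES it was 0.0196 against about 0.14 in Fig. 3d, read by eye. In *Sp*-HS it was 0.209 against the paper's 0.35. The paper's text gives 0.35 and 0.26 for HS without naming the species, and 0.35 was assigned to *Sp* from Fig. 3. The values here are over the pairs of Table S1, whereas Fig. 3 covers the paper's selected data set. With a minimum of 1 BPKM in that library the *Sc*-ML value was 0.00487, within the half-width of the paper's. None of the alternatives set before the data were examined closed the gap in *Sp*-ML, *Sc*-ES, *Sp*-ES or *Sp*-HS.

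Of the sense correlations of Table 2, 11 differed: 0.892 against the paper's 0.88 for *Sc*-ML and *Sp*-ML, 0.691 against the paper's 0.57 for *Sc*-ML and *Sc*-ES, 0.57 against the paper's 0.48 for *Sc*-ML and *Sp*-ES, 0.606 against the paper's 0.57 for *Sc*-ML and *Sp*-HS, 0.552 against the paper's 0.45 for *Sc*-ES and *Sp*-ML, 0.554 against the paper's 0.47 for *Sp*-ML and *Sp*-ES, 0.381 against the paper's 0.42 for *Sc*-HS and *Sp*-ML, 0.676 against the paper's 0.58 for *Sc*-ES and *Sc*-HS, 0.639 against the paper's 0.52 for *Sc*-ES and *Sp*-HS, 0.584 against the paper's 0.45 for *Sc*-HS and *Sp*-ES and 0.594 against the paper's 0.45 for *Sp*-ES and *Sp*-HS. Rank correlation closed the gap for *Sc*-ML and *Sp*-ML (0.872) and for *Sc*-ML and *Sp*-HS (0.568), the units of Table S1 for *Sc*-ML and *Sp*-ML (0.884), matched ORF-Ts for *Sc*-ML and *Sc*-ES (0.548) and a pseudocount of 1 for *Sc*-HS and *Sp*-ML (0.396). For the other couples none of the alternatives set before the data were examined closed the gap. Counted over all 15 couples, 13 sense correlations differed with rank correlation and 13 with a minimum of 1 BPKM. The number was 14 with matched ORF-Ts, 12 over the units of Table S1, 11 with a pseudocount of 0.1 and 10 with a pseudocount of 1. No alternative thus brought the set as a whole close to the paper's. For Table 2, sense correlations were taken here over 5243 ORF-Ts and antisense correlations over 986 ncRNAs. The paper's selected data set holds fewer of both and its text does not list them, so the transcripts may differ.

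Of the antisense correlations of Table 2, 5 differed: 0.529 against the paper's 0.64 for *Sc*-ML and *Sp*-ML, 0.541 against the paper's 0.47 for *Sp*-ML and *Sp*-ES, 0.527 against the paper's 0.64 for *Sc*-ES and *Sp*-ES, 0.141 against the paper's 0.23 for *Sc*-HS and *Sp*-ML and 0.479 against the paper's 0.56 for *Sc*-HS and *Sp*-HS. A minimum of 1 BPKM closed the gap for *Sp*-ML and *Sp*-ES (0.527), *Sc*-HS and *Sp*-ML (0.219) and *Sc*-HS and *Sp*-HS (0.549). A pseudocount of 1 did so for *Sc*-HS and *Sp*-ML (0.195) and *Sc*-HS and *Sp*-HS (0.509), as did the units of Table S1 (0.207 and 0.547), and a pseudocount of 0.1 for *Sc*-HS and *Sp*-ML (0.162). None of the alternatives set before the data were examined closed the gap for *Sc*-ML and *Sp*-ML or *Sc*-ES and *Sp*-ES. Counted over all couples, 10 antisense correlations differed with rank correlation and 7 with a minimum of 1 BPKM. With either pseudocount or over the units of Table S1 the number stayed at 5.

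140 pairs with repressed sense and induced antisense were conserved in both species, against the paper's 92. The number was 95 with ORF-T median scaling, 125 with a pseudocount of 1, 71 at 2 fold and 65 with a minimum of 1 BPKM, all within 1.5 times of the paper's. Of the alternatives planned only for the counts of 1 species, scaling to an equal BPKM sum gave 125, also within 1.5 times, and a pseudocount of 0.1 gave 145, which did not close the gap. The ratios listed in Table S1 were unscaled and, where ML was above 0, had no pseudocount, and the paper used 1.5 fold. Lower counts under other settings thus do not explain the gap. In either direction, 67 pairs met the rule here and are not in the conserved sheet, and 15 are in it and did not meet the rule.

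The paper states that the antisense distributions moved progressively to the right in ES and HS. The median ncRNA level was higher in ES than in HS, at 6.70 against 5.83 BPKM in *Sc* and 6.09 against 3.93 BPKM in *Sp*. With ORF-T median scaling the median ncRNA change from ML followed the paper's order. It was 0.78 in ES against 1.74 in HS for *Sc*, and 0.90 against 2.10 for *Sp*. Scaling to an equal BPKM sum kept ES higher, at 1.33 against 1.32 in *Sc* and 1.43 against 1.18 in *Sp*. The paper states that sense and antisense were positively correlated in *Sp*-ML, where r over the listed pairs was -0.0625. It describes its *Sc* and *Sp* counts of inverse pairs as found in 1 species only, while 139 pairs stand in both sheets of Table S1. Table 3 heads its larger row as induced sense with repressed antisense, and the larger count here, 341 pairs in *Sc*, is for repressed sense with induced antisense, as in the paper's text. *PAM16* is named among genes with induced sense and repressed antisense in ES, and its partner snR37 changed by 0.30 on the log2 scale in *Sp*-ES.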

Other observations

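All tests in this part were set against these patterns only after the results were seen. The matched ORF-Ts, the ORF-T median scaling and the random pairing at 1.5 fold had been set as measures before the data were examined. The share of random couples for both species was added after the shares for each species.

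The rise of ncRNAs from ML was set against low expression and library composition. If units of low BPKM rise whatever their class, ORF-Ts matched on mean BPKM should rise as much. The excess of the ncRNA median over them was 0.082 in *Sc*-ES and 0.25 in *Sp*-ES, with intervals that included 0 although the *Sp*-ES median stood at the 99.7th percentile of matched lists, and 0.27 in *Sc*-HS and 0.43 in *Sp*-HS, with intervals above 0. If a few genes took more of the BPKM in 1 library, scaling to an equal ORF-T median should remove the rise. After that scaling the median ncRNA change was 0.78 in *Sc*-ES, 1.74 in *Sc*-HS, 0.90 in *Sp*-ES and 2.10 in *Sp*-HS. In ES the rise was thus reduced and not removed. In HS the median ORF-T change was below 0, at -0.53 in *Sc* and -1.08 in *Sp*, so the scaling enlarged the rise. The 10 highest units held a larger share of the BPKM in HS (20.6% in *Sc* and 20.2% in *Sp*) than in ML (10.4% and 7.73%), which lowers the BPKM of the other units, and the excess over matched ORF-Ts does not change with library scaling. Library composition thus does not account for the rise in HS. Low expression remains as an explanation of the rise in ES and did not account for all of it in HS. Strand purity was not tested, nor was carry-over of RNA without poly A tails as a source of the ncRNA rise. There was 1 library per condition, so the cause of the excess in HS was left open.

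The lower correlation of ncRNAs was set against their low expression. Between conditions of 1 species, the mean r of ncRNAs minus that of matched ORF-Ts was 0.069 (interval 0.0143 to 0.121). On average ORF-Ts as low as the ncRNAs thus correlated no better, and low expression remains as an explanation. The couples that include ML went the same way as the mean. Between ES and HS the ncRNA r was the lower, at 0.422 against 0.426 for matched ORF-Ts in *Sc* and 0.210 against 0.285 in *Sp*. Between species in the same condition the difference of the means was -0.0935 (interval -0.151 to -0.0245), so a lower mean r of ncRNAs was left after matching. It was left in ML (0.529 against 0.724 for matched ORF-Ts) and ES (0.527 against 0.644) and not in HS (0.479 against 0.447). Differences in the annotation of ncRNA boundaries between the genomes were not tested and could also lower it.

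Inverse pairs were set against chance pairing. When each ncRNA was coupled with a random ORF-T, 57.5% of couples in *Sc* and 58.9% in *Sp* had a lower sense and a higher antisense BPKM than in ML in ES or HS, and 42.6% had this in the same stress in both species. For the reverse pattern the shares were 17.0% in *Sc*, 18.9% in *Sp* and 7.18% in both species. For repressed sense, the shares for 1 species are above the share of pairs that the paper reports, and the share for both species is close to it. The paper gives no percentage for the reverse pattern, so those shares were not compared. The paper took pairs present in both species, its text does not say in which species the change was required, and the full list of pairs was not used here, so separate falls of ORF-Ts and rises of ncRNAs, with no link between partners, could not be told apart from regulation. At 1.5 fold in a single stress the share of random couples was 13.2% in *Sc*-ES, 29.7% in *Sc*-HS, 15.3% in *Sp*-ES and 35.4% in *Sp*-HS, and that of the reverse pattern 4.15%, 3.18%, 5.56% and 4.15%.

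The higher sense-antisense r in HS than in ML was set against strand leakage and against the selection of the listed pairs. A fixed share of sense reads counted as antisense would weigh most where the antisense to sense ratio is lowest and so raise r most there. The median ratio was 0.0692 in *Sc*-ML and 0.0609 in *Sp*-ML, against 0.334 in *Sc*-HS and 0.432 in *Sp*-HS, and r was lower in ML, so such a fixed share does not account for the pattern. A share that differed between libraries was not tested. The authors chose the listed pairs for inverse changes from ML, which can itself lower r in ML. Over the pairs listed for the same species only, the difference between HS and ML was larger, at 0.353 in *Sc* and 0.311 in *Sp*. When each ncRNA was coupled with a random ORF-T and couples were kept for an inverse change of at least 1.5 fold in ES or HS of either species, the mean difference over 1000 draws was 0.0197 in *Sc* (95% of draws between -0.0755 and 0.116) and 0.0321 in *Sp* (-0.0611 to 0.127). These means are above 0 and below the intervals of the listed pairs. Selection of couples with no link between partners thus gave less than the listed pairs, and selection among linked partners was not tested. The paper's selected data set was chosen for overlap with antisense transcripts, not for inverse changes. Its r was 0.26 in *Sc*-HS and 0.35 in *Sp*-HS, with the species assigned from Fig. 3, against about 0.08 and 0.13 in ML, read by eye. Those values argue against selection for inverse changes as the only cause. They were not re-derived here, and each rests on 1 library.

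The 6 heat shock markers rose from ML to HS in both species. The log2 fold change from ML to HS of *HSP26* was 11.03 in *Sc* and 10.03 in *Sp*, and that of *HSP12* 11.43 and 10.24. From ML to ES, *CIT1* changed by 4.05 and 6.59, *ADH2* by 3.09 and 9.69, *HXK1* by 1.19 and 1.85, and *SUC2* by 0.068 and 4.56. In ES, *HSP26* rose from 7.03 to 2906 BPKM in *Sc* and from 5.01 to 21.9 BPKM in *Sp*.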
